# Molecular Analysis of the Differential Activity of Sox8 and Sox10 in Oligodendroglial Cells

**DOI:** 10.3390/ijms252413395

**Published:** 2024-12-13

**Authors:** Verena Dehm, Tim Aberle, Laura Guerrero Bladé, Jessica Aprato, Matthias Weider, Heinrich Sticht, Elisabeth Sock, Michael Wegner

**Keywords:** Sox proteins, high-mobility-group domain proteins, transcription factor paralogs, myelin, glia, oligodendrocyte

## Abstract

Oligodendroglial cells generate myelin sheaths in the vertebrate central nervous system to render rapid saltatory conduction possible and express the highly related Sox8, Sox9 and Sox10 transcription factors. While Sox9 and Sox10 fulfill crucial regulatory roles, Sox8 has only a limited impact on oligodendroglial development and myelination. By replacing Sox10 with Sox8 or Sox9 in the oligodendroglial Oln93 cell line, and comparing the expression profiles, we show here that Sox8 regulates the same processes as Sox10 and Sox9, but exhibits a substantially lower transcriptional activity under standard culture conditions. Sox8 influences fewer genes in their expression and changes their expression level less drastically, despite comparable binding to relevant regulatory regions in oligodendroglial cells. Therefore, it is likely that Sox8 and Sox10 vary in their transcriptional activity because of differences in their interactions with partner proteins. Intriguingly, it is the aminoterminal one third of the Sox protein that is responsible for the differential activities of Sox8 and Sox10, rather than the carboxyterminal two thirds that contain the known transactivation domains. Our study aims to provide an understanding of the relationship of Sox8 and Sox10 as paralogous transcription factors and their degree of functional redundancy in oligodendroglial cells, along with implications for health and disease.

## 1. Introduction

The SRY-box (Sox) family of transcription factors consists of 20 different members in mammals, and can be subdivided into groups A–H (SoxA–SoxH) [1]. All Sox proteins contain a high-mobility-group (HMG) domain, with similarity to the HMG domain of the male-sex-determining factor Sry, as their DNA-binding domain [2,3]. While first linked to sex determination at the time of discovery approximately 35 years ago, Sox factors are involved in numerous developmental processes, and cause several pathologies upon mutation or inactivation, including neurodevelopmental disorders [2,3,4,5]. Groups of the Sox family often contain two to three highly related Sox proteins that have emerged from genome duplication events and constitute paralogs [1,3].

The three mammalian transcription factors Sox8, Sox9 and Sox10 are nearly identical in amino acid sequence within their DNA-binding HMG domain, and are jointly classified as group E of the Sox protein family (SoxE) [3]. Whereas Sox9 and Sox10 are key regulators of ontogenetic development, influencing important specification and differentiation events, and determining cell identity during skeletal, gonadal and nervous system development, Sox8 appears expendable for the key developmental decisions in mammals, as illustrated by the mild defects in Sox8-deficient mice [6,7,8].

Frequently, two or even all three SoxE proteins are co-expressed in a particular cell type, and contribute to a common function [3]. Sox8, for instance, is expressed with Sox9 or Sox10 in Sertoli cells, chondrocytes, melanocytes, enteric glia or oligodendrocytes [8]. In all cases, the other SoxE protein is the dominant factor during development or for the maintenance of the differentiated phenotype [9,10,11,12].

In oligodendrocytes, as the myelin-forming cells of the central nervous system (CNS) that ensure saltatory conduction and rapid information processing, Sox8 and Sox10 are jointly expressed at all times of development and in the mature functional state, while Sox9 is restricted in its expression to oligodendrocyte progenitor cells (OPCs) [12,13,14]. Whereas Sox10 and Sox9 are strong determinants of OPC survival and identity, and Sox10 continues to be an essential regulator of terminal differentiation, myelin formation and myelin maintenance, Sox8-dependent effects are mild, and become mainly apparent in differentiating and adult oligodendrocytes under conditions of reduced Sox10 levels [12,15,16].

While the different impacts of Sox8 and Sox10 on the various stages of oligodendrocyte development and their function as the myelin-forming cells of the CNS are well documented, the molecular basis for this difference is still a matter of speculation. The aim of the current study was to elucidate the molecular properties and mechanisms that underlie the different levels of activity of Sox8 and Sox10 in oligodendrocytes. This was achieved through gene replacement studies conducted in the oligodendroglial Oln93 cell line, in combination with functional assays.

## 2. Results

### 2.1. Generation of Oligodendroglial Cell Lines with Selective Expression of Sox8, Sox9 or Sox10

Proliferating OPCs express Sox10 at high levels, as well as Sox8 and Sox9 at moderate levels, during their development in vivo and in vitro (Figure 1a). Despite the fact that the rat oligodendroglial cell line Oln93 is a cell culture model for OPCs, Oln93 cells express only high levels of Sox10, but virtually no Sox8 and Sox9 on both protein and transcript levels (Figure 1a,b).

To compare the roles of the three SoxE proteins in oligodendroglial cells, we made use of an Oln93 cell clone that was previously generated by CRISPR/Cas9-guided genome editing and genetically modified to be devoid of Sox10 protein (clone A in [14]). These cells (henceforth referred to as Oln93delSox10) were transduced with lentiviruses that carried GFP alone or in combination with coding sequences for one of the three mouse SoxE proteins (Figure 1c). Using fluorescence-activated cell sorting for GFP, transduced cells were collected and propagated in culture as polyclonal lines (referred to as Ctrl, Sx8, Sx9 and Sx10 lines, two of each). Immunocytochemical stainings confirmed high levels of expression of the lentivirally encoded SoxE protein in the respective cell lines (Figure 1d). When protein extracts were prepared from Ctrl, Sx8, Sx9 and Sx10 and submitted to Western blotting, we again detected high and selective expression of one of the three SoxE proteins in the polyclonal cell lines that were transduced with the corresponding lentivirus (Figure 1e). Both immunocytochemical stainings and Western blotting showed roughly comparable SoxE expression levels between the various lines (Figure 1d,e).

### 2.2. Global Impact of Sox8, Sox9 or Sox10 on the Oligodendroglial Expression Profile

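Expression profiles were measured by bulk RNA-sequencing of total RNA from the 4 kinds of polyclonal lines, Ctrl, Sx8, Sx9 and Sx10, with 2 lines and therefore 2 libraries for each. All lines derive from Oln93delSox10, a Sox10-deficient clone of the immortalized rat oligodendroglial cell line Oln93. The paper describes the Ctrl lines as transduced with a lentivirus carrying GFP alone, whereas the sample labels give their Sox10 deletion and name no virus. According to the methods, single-end reads were trimmed with FASTQ Trimmer, mapped to the rat genome rn5 with STAR, and counted with featureCounts when they hit the exons of a gene uniquely. The authors deposited these counts for each library without normalization. The counts cover 26689 rat genes, which are listed by Ensembl identifier without a symbol. The total number of counts was 33082890 and 44277764 in the Ctrl lines, 37123700 and 37307813 in the Sx8 lines, 40734701 and 43229289 in the Sx9 lines, and 45049891 and 42873276 in the Sx10 lines. The mean of 40.46 M refers to reads counted on genes, and all values given here use these counts. The paper's 50 M refers to the reads generated on average per library.
At least 1 count in any library was found for 17237 genes. Of these, 12431 passed edgeR's filter on low counts and were tested, and they held at least 99.98% of the counts of each library. Library sizes were normalized by edgeR's TMM method. All 8 libraries entered a joint fit with a coefficient for each condition, and the 3 SoxE conditions were compared with Ctrl and with each other by edgeR's quasi-likelihood test. The thresholds for a DEG were those of the paper. The chi-square per degree of freedom between both lines of a condition was from 53.7 for Sx9 to 123.4 for Sx10, so that no pair of files was taken as a repeat deposit of the same library. The lines are separate according to the paper and the labels. With 2 lines per condition, the joint fit has 4 residual degrees of freedom, and a fit of only the 4 libraries of a comparison has 2. The identity of the Ctrl and Sx10 libraries rests on the sample labels. It was not checked against the expression of Sox10, because the identifier of this gene was not determined.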

To determine the impact of each SoxE protein on the Oln93 gene expression profile, we prepared the total RNA from two polyclonal Ctrl, Sx8, Sx9 and Sx10 lines each, and performed bulk RNA-sequencing. The normalized read counts for mouse *Sox8* transcripts in the Sx8 lines, *Sox9* transcripts in the Sx9 lines and *Sox10* transcripts in the Sx10 lines are roughly comparable (Figure 1f).

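Euclidean distances between the 8 libraries were computed on log2 CPM of the 12431 tested genes with a prior count of 2. The mean distance was 56.9 between both lines of a condition and 88.3 between lines of different conditions. No other way to arrange the 8 libraries in pairs gave a mean within pairs as small (exact permutation test, one-sided, p = 0.00952, the smallest p that this design allows). For single libraries the order was less uniform. The nearest library was the other line of the same condition for Ctrl line 2 and for both Sx9 lines, that is, for 3 of the 8 libraries. Sx10 line 1 lay at a distance of 50.3 from Sx9 line 1 and of 62.7 from Sx10 line 2, and Sx10 line 2 lay at a distance of 55 from Sx9 line 2. Ctrl line 1 and Sx8 line 2 were 57.8 apart, against 59.4 between both Ctrl lines and 65.5 between both Sx8 lines. Sx8 line 1 was nearest to Sx9 line 2, with a distance of 62.2. When the distances were restricted to the 500 most variable genes, the nearest library was the other line of the same condition for 8 of 8 libraries. In a PCA of these 500 genes, the first component held 78.9% of the variance and the second 8.66%.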

Principal component analysis (PCA) and DESeq2 plots revealed that the cell lines that expressed the same Sox protein had the most similar expression profiles, and were more closely related to each other than to the other cell lines (Figure 2a,b). 

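On the first principal component of the 500 most variable genes, the Ctrl lines lay at -47.2 and -47.8, the Sx8 lines at -7.18 and -27.8, the Sx9 lines at 28.2 and 23.2, and the Sx10 lines at 42.3 and 36.3. In all tested genes, the mean Euclidean distance to the Ctrl lines was 75.6 for the Sx8 lines, 109 for the Sx9 lines and 123 for the Sx10 lines. The ranges of 57.8 to 94.2 for Sx8 and of 102 to 117 for Sx9 did not overlap. Measured from the Sx8 lines, the mean distance was 75.6 to the Ctrl lines, 74.2 to the Sx9 lines and 91.8 to the Sx10 lines. The difference between the distances to Ctrl and to Sx9 was smaller than the difference between both Sx8 lines. Sx8 line 1 had a mean distance of 87.7 to the Ctrl lines and of 62.3 to the Sx9 lines, whereas Sx8 line 2 had a mean distance of 63.5 to the Ctrl lines and of 86 to the Sx9 lines. To place each line between both extremes, its log2 CPM values were projected on the axis from the Ctrl mean, set to 0, to the Sx10 mean, set to 1. Sx8 line 1 lay at 0.532 and Sx8 line 2 at 0.276, and the Sx9 lines lay at 0.86 and 0.795.

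**Figure D1:**
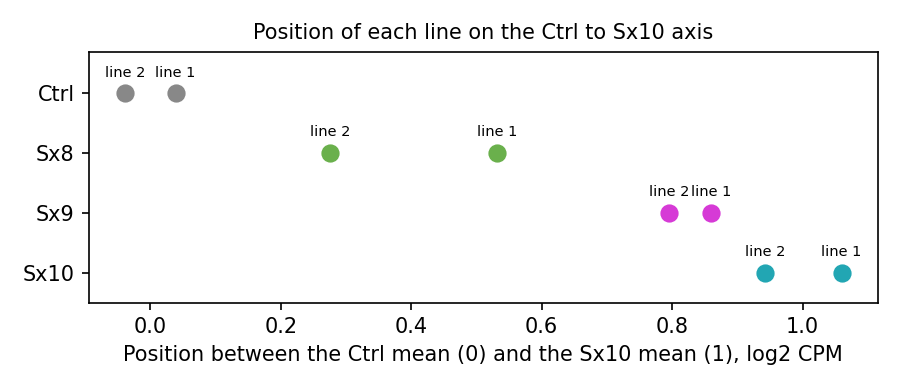
Position of each line, as a point, on the axis from the Ctrl mean (0) to the Sx10 mean (1), from log2 CPM of 12431 genes. The Sx8 lines, at 0.276 and 0.532, sit between the Ctrl lines and the Sx9 lines and further apart from each other than the lines of the other conditions.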

The expression profiles from the Sx8 lines were more similar to the Ctrl lines than the Sx9 or Sx10 lines. Applying a log2-fold change of ≥±1 and an adjusted *p*-value of ≤0.05, we detected 179 deregulated genes (DEGs) in Sx8 cells compared to controls, of which 98 were upregulated and 81 downregulated (Figure 2c). 

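In the joint fit of all 8 libraries, 17 of the 12431 tested genes were DEGs in the Sx8 lines at these thresholds by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of these, 13 were upregulated and 4 downregulated. Without the adjustment for multiple testing, 1416 genes had a p-value under 0.05. The count depended on the test more than in any other comparison with Ctrl. DESeq2 on the same 8 libraries called 220 DEGs, 122 upregulated and 98 downregulated, which include all 17. All 220 had the same direction in edgeR and an unadjusted p-value under 0.05 there. With the replicate number as a block in the edgeR fit, 145 genes were DEGs, 82 upregulated and 63 downregulated, which include all 17. The count of 17 also rested on libraries outside the comparison, which enter through the shared estimate of the spread. Without Sx9 replicate 1 or without Sx9 replicate 2, no gene remained a DEG, whereas 1047 and 1045 genes had an unadjusted p-value under 0.05.
The files and the paper do not pair identifiers with gene names, so single genes are given by identifier. The upregulated gene with the smallest p-value was ENSRNOG00000020014. Its expression was 6.44 ± 0.714 CPM in the Ctrl lines and 69.7 ± 18.8 CPM in the Sx8 lines (mean ± SD, n = 2 lines each). The log2-fold change was 3.44, with a standard error of 0.275 and an adjusted p-value of 0.0221 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With each of the 4 libraries left out in turn, it stayed between 3.15 and 3.69. Over the 10 alternatives that kept all lines, its adjusted p-value reached up to 0.0567, by glmTreat, which tests against a log2-fold change of 1. The downregulated gene with the smallest p-value, ENSRNOG00000015643, fell from 204 ± 23.4 CPM in the Ctrl lines to 25.3 ± 3.75 CPM in the Sx8 lines (mean ± SD, n = 2 lines each). Its log2-fold change was -3.02, with a standard error of 0.284 and an adjusted p-value of 0.0366 by the same edgeR test. Its adjusted p-value reached up to 0.0942 over the alternatives, also by glmTreat.

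**Figure D2:**
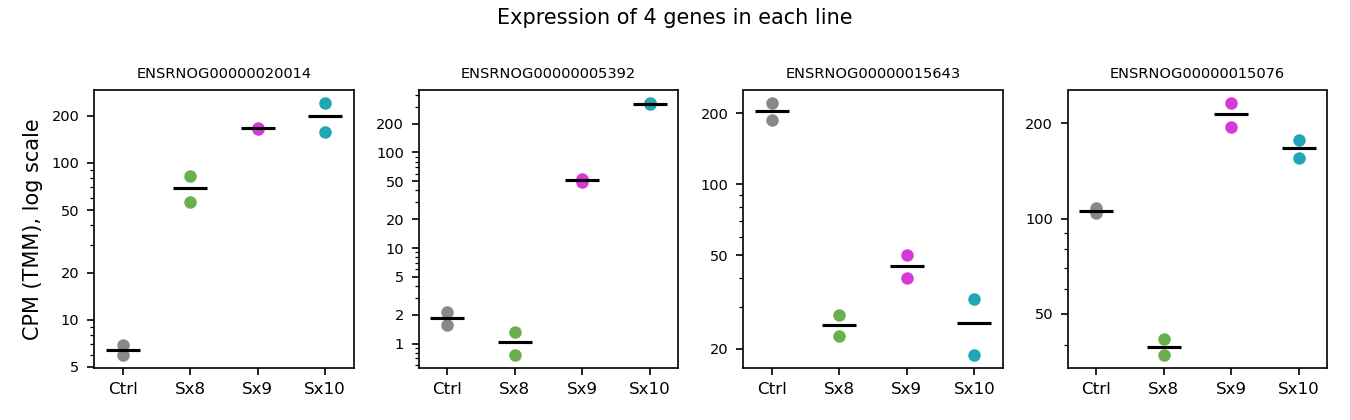
Expression in CPM after TMM normalization, on a log axis, of 4 genes in the Ctrl, Sx8, Sx9 and Sx10 lines. Points are the 2 lines of a condition and horizontal bars their mean. ENSRNOG00000020014 rises and ENSRNOG00000015643 falls in all 3 SoxE conditions, ENSRNOG00000005392 rises only in the Sx9 and Sx10 lines, and ENSRNOG00000015076 is lower in the Sx8 lines and higher in the Sx9 and Sx10 lines than in Ctrl.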

For Sox9 and Sox10, the number of DEGs was substantially higher, and amounted to 836 for Sox9 and 1002 for Sox10 (Figure 2c). 

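By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at the same thresholds, 840 of 12431 genes were DEGs in the Sx9 lines and 1174 in the Sx10 lines. The order of the 3 SoxE conditions was retained in each alternative that kept all lines, except edgeR on only the 4 libraries compared, which gave 1194 DEGs for Sx9 and 1114 for Sx10. The gene with the smallest p-value among the upregulated DEGs was ENSRNOG00000005392 in both conditions. Its expression was 1.85 ± 0.379 CPM in the Ctrl lines, 51.2 ± 2.93 CPM in the Sx9 lines and 323 ± 7.34 CPM in the Sx10 lines (mean ± SD, n = 2 lines each). The log2-fold change was 4.78 in Sx9, with a standard error of 0.256 and an adjusted p-value of 0.000796 by edgeR, and 7.44 in Sx10, with a standard error of 0.284 and an adjusted p-value of 7.2e-05. In the Sx8 lines the same gene had 1.03 ± 0.395 CPM and a log2-fold change of -0.84, which was not significant by edgeR (adjusted p-value 0.316). ENSRNOG00000020014 rose in Sx9 by a log2-fold change of 4.69 and in Sx10 by 4.95, and ENSRNOG00000015643 changed by -2.18 in Sx9 and by -2.99 in Sx10, each with an adjusted p-value by edgeR of at most 0.00493.

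**Figure D3:**
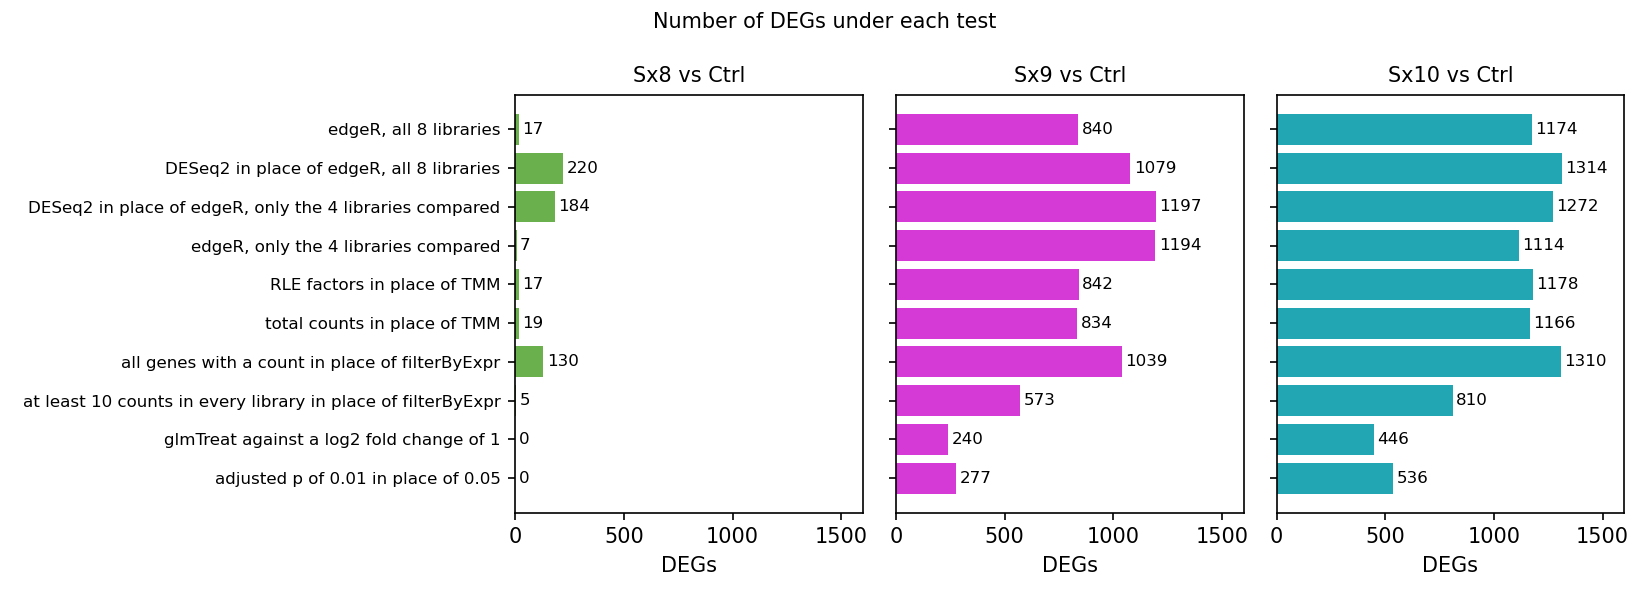
Number of DEGs, as bars from 0, in the Sx8, Sx9 and Sx10 lines compared to Ctrl under each test and filter; a fit that pairs lines by their number is not plotted. Sx8 ranges from 0 to 220 DEGs, Sx9 from 240 to 1197 and Sx10 from 446 to 1314.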

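In the Sx9 lines, 402 genes were upregulated and 438 downregulated, so that 47.9% of the DEGs were upregulated. In the Sx10 lines, 547 genes were upregulated and 627 downregulated, and 46.6% of the DEGs were upregulated. These numbers correspond to 3.23% and 3.52% of the tested genes in Sx9 and to 4.4% and 5.04% in Sx10. With total counts in place of TMM normalization, 404 of 834 DEGs in Sx9 and 584 of 1166 DEGs in Sx10 were upregulated.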

For both Sox9 and Sox10, the number of up- and downregulated genes were balanced almost evenly. Volcano plots additionally showed that DEGs with very strong changes in expression level (log2-fold change ≥ 5) or particularly high confidence (–log10 *p*-values of ≥50) were largely restricted to the Sx9 and Sx10 lines (Figure 2d).

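A fitted log2-fold change of at least 5 in either direction was found for 3 of the DEGs in the Sx8 lines, for 82 in the Sx9 lines and for 138 in the Sx10 lines. Most of these genes were near 0 in one of the groups. Both libraries of a group held at most 3 counts for 1 of the 3 genes in Sx8, for 57 of the 82 in Sx9 and for 90 of the 138 in Sx10, and there the fitted change depends on the prior count. With such groups set to the floor of 3 counts, which gives a lower bound of the change, 2, 36 and 74 genes still reached a log2-fold change of 5. When only genes with at least 10 counts in every library were tested, 0, 7 and 16 such genes were left. This filter removes genes near 0 in a group, so a drop follows by construction. It therefore does not test how firm the strong changes are. The largest -log10 p-values by edgeR were 5.75 in Sx8, 7.09 in Sx9 and 8.24 in Sx10, on a scale that the few degrees of freedom of its F test compress. With DESeq2 on all 8 libraries, 0 genes in Sx8, 5 in Sx9 and 7 in Sx10 reached a -log10 p-value of 50, and 1406 genes in Sx8 had an unadjusted p-value under 0.05. With DESeq2 on only the 4 libraries compared, 0 genes in Sx8, 18 in Sx9 and 14 in Sx10 reached it. There, 958 genes in Sx8 had an unadjusted p-value under 0.05.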

When the identities of the DEGs were compared between the Sx8, Sx9 and Sx10 lines, we found that 70 of the 81 downregulated genes in the Sx8 cells were also downregulated in the Sx9 and Sx10 cells (Figure 3a). 

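Of the 4 genes downregulated in the Sx8 lines in the joint edgeR fit, 3 were also downregulated in both the Sx9 and the Sx10 lines, a share of 75% with an exact (Clopper-Pearson) 95% confidence interval from 19.4% to 99.4%. With so few genes, the share is poorly determined. Without Sx10 replicate 1 or without Sx10 replicate 2, the fit called 7 genes downregulated, and without either Sx9 replicate 0, where 1047 and 1045 genes had an unadjusted p-value under 0.05. Among the 98 genes that DESeq2 called downregulated on the same libraries, 85 or 86.7% were shared. The remaining gene of the 4 was ENSRNOG00000015076. Its expression was 106 ± 3.19 CPM in the Ctrl lines, 39.4 ± 3.42 CPM in the Sx8 lines, 214 ± 26.2 CPM in the Sx9 lines and 167 ± 15.2 CPM in the Sx10 lines (mean ± SD, n = 2 lines each). The log2-fold change was -1.43 in Sx8, with a standard error of 0.154 and an adjusted p-value of 0.0431 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Over the 10 alternatives that kept all lines, its adjusted p-value ranged from 4.08e-12 by DESeq2 to 0.534 by glmTreat, which tests against a log2-fold change of 1. The next highest was 0.0712, by edgeR on only the 4 libraries compared. The log2-fold change of this gene was 1.01 in Sx9 and 0.65 in Sx10, with adjusted p-values of 0.00859 and 0.0274 by edgeR. glmTreat called neither, which follows from changes this close to or under its limit. Apart from glmTreat, the highest was 0.0102 in Sx9, by edgeR with at least 10 counts in every library. In Sx10 it was 0.068, by edgeR on only the 4 libraries compared. In the direct comparison of Sx10 with Sx8 it was 2.08, with an adjusted p-value of 0.00132 by edgeR.
Of all 627 genes downregulated in the Sx10 lines, 601 or 95.9% had a negative log2-fold change in Sx8. Because the comparisons share the Ctrl lines, some of this arises by chance. In 20 simulations with an unchanged Sx8 group, the share was between 56.6% and 62.9%. These simulated groups had 0 to 2 DEGs in all, too few to give a background for the overlap of DEGs.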

For the 98 DEGs upregulated in the Sx8 cells, 84 were also upregulated in the Sx9 and Sx10 lines (Figure 3b). This amounts to percentages of 86.4% and 85.7%, respectively. 

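All 13 genes upregulated in the Sx8 lines in the joint edgeR fit were upregulated in the Sx9 and in the Sx10 lines as well, a share of 100% with an exact (Clopper-Pearson) 95% confidence interval from 75.3% to 100%. Among the 122 genes that DESeq2 called upregulated in Sx8, 86.1% were shared. Of the 547 genes upregulated in the Sx10 lines, 480 or 87.8% had a positive log2-fold change in Sx8, compared to between 55.7% and 61.7% in simulations of an unchanged Sx8 group that shares the Ctrl lines. Over all 12431 genes, the log2-fold changes of Sx8 and Sx10 had a correlation of 0.711 across genes, against 0.116 to 0.201 in the simulations. Genes are not independent replicates.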

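In the joint edgeR fit, 394 genes were downregulated in both the Sx9 and the Sx10 lines. They made up 90% of the genes downregulated in Sx9 and 62.8% of those downregulated in Sx10, with a mean of 76.4%. Among the upregulated genes, 349 were shared. They made up 86.8% of the upregulated genes of Sx9 and 63.8% of those of Sx10, with a mean of 75.3%. Simulated groups that were both unchanged and shared the Ctrl lines had at most 1 upregulated and 0 downregulated genes in common in 20 simulations, but unchanged groups have hardly any DEGs that could overlap. The log2-fold changes of Sx9 and Sx10 had a correlation of 0.922 across all tested genes, and of 0.497 to 0.542 in these simulations.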

There was also a very high overlap of downregulated and upregulated DEGs between the Sx9 and Sx10 lines. 

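Genes called in the Sx10 lines alone mostly moved the same way in the Sx9 lines. Of the 233 genes downregulated in Sx10 but not in Sx9, 232 had a negative log2-fold change in Sx9. Of the 198 genes upregulated in Sx10 but not in Sx9, 191 had a positive one. These are 99.6% and 96.5%. Because both comparisons share the Ctrl lines, an unchanged Sx9 group gave 56.5% to 62.8% and 56.6% to 63.7% in 20 simulations. When Sx10 was compared with Sx9 directly by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 5 genes were DEGs. All 5 were higher in Sx10, and 2 of them were among these 198. The number and the direction depended on the test. DESeq2 called 66 genes on all 8 libraries, 53 higher and 13 lower in Sx10, and 80 genes on only the 4 libraries compared, 61 higher and 19 lower. With the replicate number as a block, edgeR called 16 genes, of which 14 were higher. With all genes that have a count, edgeR called 32, of which 29 were higher. Without the adjustment, 533 genes had a p-value under 0.05 in this comparison. Without Sx8 replicate 1 or without Sx8 replicate 2, which enter through the estimate of the spread, 10 genes were DEGs. One of the 5 was ENSRNOG00000005392, with a log2-fold change of 2.66 and an adjusted p-value of 0.0104 by edgeR.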

In total, 375 genes (corresponding to approximately 80%) were similarly downregulated and 345 genes (corresponding to approximately 78%) were similarly upregulated (Figure 3a,b).

Considering the fact that SoxE proteins act primarily as transcriptional activators, we focused on the upregulated genes for gene ontology studies (Figure 3c). These revealed that the upregulated genes exhibited a strong association with myelination and glial differentiation, but also with cholesterol and fatty acid metabolism, extracellular matrix organization and adhesion. These processes are generally associated with SoxE protein function. Lipid metabolism and adhesion are also highly relevant in both types of myelinating glia, oligodendrocytes and Schwann cells. All three SoxE proteins regulated the same biological processes, despite their different transcriptional strengths.

When Sox10 was originally deleted from Oln93 cells, 398 genes were downregulated, with a log2-fold change of ≥1 and an adjusted *p*-value of ≤0.05 [17]. Of these genes, 243 (corresponding to 61%) were again upregulated in the Sx10 line, with a log2-fold change of ≥1 and an adjusted *p*-value of ≤0.05, and were thus restored in their expression (Figure 4a). For the Sx9 line, the number of genes that were restored in their expression by upregulation amounted to 181 (corresponding to 45%; Figure 4b), and for Sox8, this amounted to 61 (corresponding to 15%, Figure 4c).

When we applied less stringent criteria, and asked, which of the 398 genes that were originally downregulated in Oln93 cells after Sox10 loss were upregulated in the SoxE-overexpressing Oln93Sox10del-derived polyclonal lines, with an adjusted *p*-value of ≤0.05 but without the threshold for the log2-fold change (referred to as partially restored genes), the numbers increased by 42, to a total of 285 genes (corresponding to 72%; Figure 4a), for the Sx10 line; by 51, to 232 genes (corresponding to 58%; Figure 4b), for the Sx9 line; and by 13, to 74 genes (corresponding to 19%, Figure 4c), for the Sx8 line.

The results were similar when the same analysis was performed on the 317 genes originally upregulated following Sox10 deletion in Oln93 cells with a log2-fold change of ≥1 and an adjusted *p*-value of ≤0.05. In the Sx10 line, we obtained a restoration rate of 59% (partial restoration rate of 69%), and in the Sx9 line, we obtained a restoration rate of 40% (partial restoration rate of 56%) (Figure 4d,e). In contrast, only 9% of the genes with a higher expression in Oln93delSox10 cells than in Oln93 cells were restored in their expression levels in the Sx8 line; 11% were at least partially restored (Figure 4f). Sox10 and Sox9 were more efficient than Sox8 in restoring the expression of genes originally deregulated after Sox10 deletion in the Oln93 cell line.

### 2.3. Transcriptional Activity of Sox10 and Sox8 on Oligodendroglial Regulatory Regions

To determine the underlying cause for the differing activities of Sox10 and Sox8 in oligodendroglial cells, we aimed to reproduce these differences in reporter gene assays. In these assays, luciferase expression was under the control of Sox10-dependent regulatory regions from genes relevant for oligodendrocyte development or myelin formation and maintenance. This included previously characterized regulatory regions from the *Olig2* and *Nkx2.2* genes, the *Gjb1* and *Gjc2* connexin genes, the *Aatk* gene or the myelin genes *Mbp* and *Plp1* [17,18]. Using transiently transfected Neuro2a cells, we tested eight regulatory regions. For all of them, we were able to reproduce the previously reported activation by Sox10 (Figure 5a–h). All regions were also activated by Sox8. The Sox8-dependent activation was lowest for the OLEa enhancer from the *Olig2* gene, the ECR5 enhancer from the *Nkx2.2* gene and the enhancers of the *Aatk* and *Mbp* genes (Figure 5a,b,f,g), and it was highest for the *Gjb1* promoter (Figure 5d). With exception of the *Gjb1* promoter, Sox8-dependent activation rates were lower than the ones obtained by Sox10 in a side-by-side comparison. For some regulatory regions, the difference between Sox8 and Sox10 was substantial, such as for the *Olig2* OLEa, the *Nkx2.2* ECR5, the *Aatk* and the intronic *Plp1* enhancers (Figure 5a,b,f,h), whereas it was less pronounced for others, such as the *Nkx2.2* ECR19 and 17kb *Mbp* enhancers, and the *Gjc2* promoter (Figure 5c,e,g).

### 2.4. Genomic Binding of Sox10 and Sox8 to Oligodendroglial Regulatory Regions

To assess whether the differences in transcriptional activity were due to differences in the ability of Sox8 and Sox10 to bind to regulatory regions in their genomic context, we precipitated oligodendroglial regulatory regions from sheared chromatin of the Oln93-derived Sx8 and Sx10 cell lines using antibodies directed against the respective SoxE protein, and determined the enrichment in the antiserum precipitates over the pre-immune serum precipitates by quantitative PCR. For all the tested regulatory regions, we observed a statistically significant enrichment (Figure 6a). No such enrichment was obtained for a negative control region from the *Nkx2.2* gene locus. Interestingly, we could not detect any statistically significant difference in the rate of enrichment between precipitations with Sox10 antibodies in the Sx10 line and Sox8 antibodies in the Sx8 line. When solely present in Oln93 cells, Sox10 and Sox8 bound comparably well to relevant oligodendroglial regulatory regions.

In vivo, however, oligodendroglial cells express Sox10 and Sox8 simultaneously. To analyze the genomic binding of Sox10 and Sox8 in the presence of both proteins, we prepared primary cultures of oligodendroglial cells from newborn rats, and repeated immunoprecipitations on chromatin from these cells after three days under differentiating conditions. Again, we were able to detect binding of Sox10 as well as Sox8 on all of the tested regulatory regions (Figure 6b). The enrichment of regulatory regions by Sox10 or Sox8 antibodies over pre-immune serum was furthermore comparable in each case. There was no indication of a lower DNA-binding activity of Sox8 as compared to Sox10.

### 2.5. Influence of Transactivation Domains on the Transcriptional Activity of Sox10 and Sox8 in Oligodendroglial Cells

To address the impact of the transactivation domains on the differential transcriptional activity of Sox8 and Sox10 in oligodendroglial cells, we generated chimeras, in which the aminoterminal one third of one Sox protein was combined with the carboxyterminal two thirds of the other (Figure 7a). In addition to the poorly conserved first part, the aminoterminal one third contains the highly conserved dimerization domain and the DNA-binding HMG domain (DIM and HMG in Figure 7a), whereas the carboxyterminal two thirds contain two transactivation domains (K2 and TA in Figure 7a). The resulting chimeras were then transfected in Neuro2a cells, and tested in reporter gene assays for their ability to activate the oligodendroglial gene regulatory regions with the most differential response to Sox10 versus Sox8 (Figure 5a,b,f,h). These were the *Olig2* OLEa, the *Nkx2.2* ECR5, the *Aatk* and the intronic *Plp1* enhancers. Intriguingly, we found that the chimera containing the aminoterminal one third of Sox10 and the carboxyterminal two thirds of Sox8 (10N-8C) was reproducibly more active than the chimera containing the aminoterminal one third of Sox8 and the carboxyterminal two thirds of Sox10 (8N-10C) (Figure 7b-e). The chimera containing the aminoterminal part of Sox10 and the carboxyterminal part of Sox8 behaved like Sox10 in reporter gene assays, whereas the chimera with the reciprocal design displayed Sox8-like activity (compare Figure 7b–e to Figure 5a,b,f,h).

## 3. Discussion

Many Sox proteins are crucial regulators of neurodevelopment, and mutations in the corresponding genes lead to neurodevelopmental disorders. Therefore, it is important to understand their mode of action in cells of the nervous system [5,13]. This includes *SOX2* (OMIM #184429), in which mutations lead to syndromic microphthalmia with optic nerve hypoplasia and abnormalities of the CNS (OMIM #206900). *SOX3* (OMIM #313430) mutations are a cause of X-linked intellectual developmental disorder with panhypopituitarism (OMIM #300123). Additionally, *SOX5* (OMIM #604975) and *SOX6* (OMIM #607257) are linked to Lamb–Shaffer syndrome (OMIM #616803) and Tolchin–Le Caignec syndrome (OMIM #618971), respectively [19,20,21]. Heterozygous mutations in *SOX4* (OMIM #184430) are connected to Coffin–Siris syndrome 10 (intellectual developmental disorder with speech delay and dysmorphic facies, OMIM #618506), those in *SOX11* (OMIM #600898) to Coffin–Siris syndrome 9 (intellectual developmental disorder with microcephaly and with or without ocular malformations or hypogonadotropic hypogonadism, OMIM #615866) and the ones in *SOX12* (OMIM #601947) to generalized epilepsy, intellectual disability, and childhood emotional behavioral disorders [22,23,24]. Furthermore, heterozygous *SOX10* (OMIM #602229) mutations can lead to peripheral demyelinating neuropathy, central dysmyelination, Waardenburg syndrome and Hirschsprung disease (OMIM #609136) [25,26]. Peripheral demyelinating neuropathy and central dysmyelination, as symptoms in patients with *SOX10* mutations, underscore the relevance of SOX10 for myelinating glia, including oligodendroglial cells.

Apart from Sox10, the other two SoxE proteins Sox8 and Sox9 are also expressed in oligodendroglial cells of the CNS [13]. Previous work has found Sox9 to be essential for lineage commitment and specification, and for contributing to OPC properties, whereas Sox10 is proven to be essential for oligodendroglial identity, shares functions with Sox9 in OPCs to maintain their properties, and is a central regulator of terminal differentiation, myelin formation and myelin maintenance. Compared to Sox9 and Sox10, Sox8 has exhibited only a minor impact on oligodendroglial development or in mature oligodendrocytes, where its level of expression was comparable to Sox10, and much higher than Sox9 [12,15,16]. Loss of Sox8 only led to a mild and transient delay in the early phases of oligodendrocyte differentiation [12]. Stronger effects became apparent upon the additional loss of one or two alleles of Sox10 in late-myelinating or fully mature oligodendrocytes [15,16]. This led us to assume that SoxE proteins are functionally redundant in oligodendroglial cells, but that Sox8 contributes much less to the common function than Sox10.

Here, we set out to analyze the functional differences between Sox8 and Sox10 at the molecular level. We made use of Oln93 cells [27], an immortalized oligodendroglial cell line that expresses high levels of Sox10, but, in contrast to oligodendroglial cells in vivo, virtually no Sox8 and Sox9. In these Oln93 cells, we first inactivated the *Sox10* gene [14] and then transduced the Sox10-deficient cells with lentivirus that expressed Sox8, Sox9 or Sox10. Our intention was to generate Oln93-derived oligodendroglial cell lines that each expressed one of the three SoxE proteins at similar levels, and to compare their gene expression profiles with SoxE-deficient Oln93 cells, as well as with the original Oln93 cell line. After confirming their successful establishment, the various lines were subjected to RNA-sequencing. 

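The SoxE conditions were also compared with each other. In the direct comparison of Sx10 with Sx8 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 344 genes were DEGs, 213 higher in Sx10 and 131 lower. Between Sx9 and Sx8, 80 genes were DEGs, 64 higher in Sx9 and 16 lower. With edgeR on only the 4 libraries compared, 54 and 28 genes were DEGs, and with DESeq2 on all 8 libraries 570 and 283. With the replicate number as a block in the joint edgeR fit, 533 and 197 genes were DEGs. The lowest number between Sx9 and Sx8 was 6, at an adjusted p-value of 0.01. Without Sx9 replicate 1 and without Sx9 replicate 2, 212 and 213 genes were DEGs between Sx10 and Sx8. Between Sx9 and Sx8, 28 genes were DEGs without Ctrl replicate 1 and also without Ctrl replicate 2. ENSRNOG00000005392 had a log2-fold change of 8.28 between Sx10 and Sx8, with an adjusted p-value of 4.56e-05 by edgeR. For ENSRNOG00000020014 it was 1.51, with an adjusted p-value of 0.0196 by edgeR. Under the alternatives this p-value rose to 0.132 by edgeR on only the 4 libraries compared. By glmTreat, which tests against a log2-fold change of 1, it rose to 0.369. ENSRNOG00000015643, with a log2-fold change of 0.02 and an adjusted p-value of 0.996 by edgeR, did not differ detectably between Sx10 and Sx8.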

Analysis of the data showed that Sox8 altered the expression of much fewer genes than either Sox9 or Sox10. However, most of the genes that were affected by Sox8 in their expression were also regulated by Sox9 and Sox10. The magnitude of the induced expression changes was usually higher for Sox9 and Sox10 than for Sox8. 

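The size of the changes was compared over the 840 DEGs of the Sx9 lines, a set chosen without the Sx8 and Sx10 comparisons. The median ratio of the log2-fold change in Sx8 to that in Sx10 was 0.454, with an interquartile range from 0.311 to 0.654. The change was smaller in Sx8 than in Sx10 for 785 of these genes, or 93.5%. For Sx9, the median ratio to Sx10 was 0.953, which is raised by the choice of Sx9 DEGs. Over the 1174 DEGs of Sx10, a set that favors large changes in Sx10, the median ratio of Sx8 to Sx10 was 0.393, and 1102 genes or 93.9% had a smaller change in Sx8 than in Sx9. In 110 of the 840 genes, both libraries of Ctrl, Sx8 or Sx10 held at most 3 counts. With such genes at their bound, and without 20 genes that allow no fold, the median ratio was 0.467. The ratio differed between both Sx8 lines, with 0.615 for Sx8 line 1 and 0.34 for Sx8 line 2, and between both Sx9 lines it was 0.972 and 0.922. With each of the 8 libraries left out in turn, the median ratio of Sx8 to Sx10 stayed between 0.334 and 0.61. A Sx8 group without any change gave 0.0457 to 0.0699 in 20 simulations that shared the Ctrl lines. From the number of changed genes, their overlap and the magnitude of the changes, together with the genes affected by the original deletion of Sox10, the paper proposes that all 3 SoxE proteins can rescue the loss of Sox10, with Sox8 as the least efficient.

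**Figure D4:**
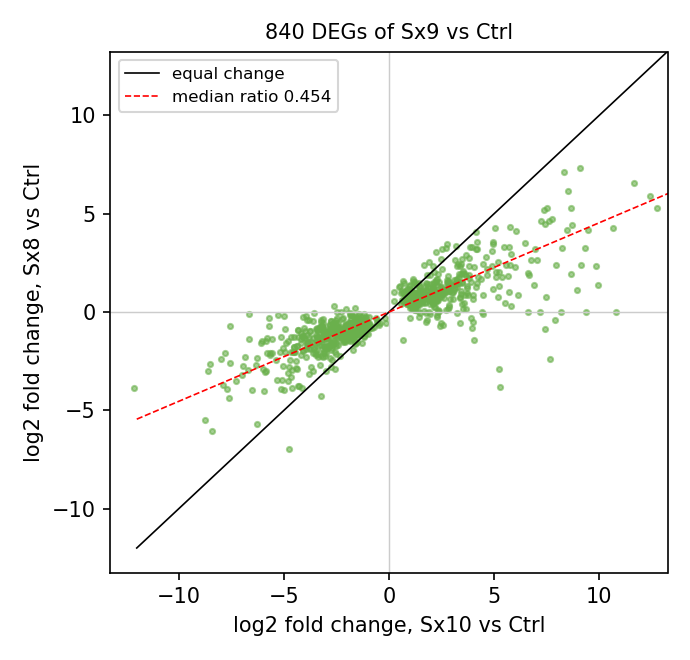
Log2-fold change in Sx8 (vertical axis) against that in Sx10 (horizontal axis), both compared to Ctrl, for 840 DEGs of the Sx9 lines, each gene a point. The dashed line has the median ratio of 0.454 as its slope and the solid line marks equal changes. Points far from 0 include genes near 0 counts in a group, whose fitted values depend on the prior count.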

Importantly, many of the genes, whose expression was changed in the lentivirally transduced cells, had also been affected when Sox10 had been originally deleted from the Oln93 cells. All of these results suggest that the loss of Sox10 in an oligodendroglial cell line can be rescued by all three SoxE proteins, but the extent of rescue varies drastically, with Sox8 being least efficient.

Because all three SoxE proteins seemed to target the same genes in oligodendroglial cells, we used previously identified regulatory regions, that are active in oligodendrocytes and respond to Sox10 [17,18], to compare the transcriptional activity of Sox8 with that of Sox10. All these regions had previously been documented to be bound, in their natural context, within the oligodendroglial chromatin by Sox10, and to contain one or more functionally relevant Sox binding sites that conform to the 5′-(A/T)(A/T)CAA(A/T)G-3′ consensus binding motif [2,3,17,18]. These studies showed that Sox8 is able to activate Sox10-responsive oligodendroglial regulatory regions, but is frequently less active than Sox10. One of the reasons for a lower transcriptional activity can be a reduced ability or affinity of DNA-binding. However, using ChIP, we were unable to detect such a lower DNA-binding ability of Sox8 in the Oln93 cell lines or in primary oligodendroglial cells where Sox8 and Sox10 are co-expressed. Therefore, we have to conclude that Sox8 efficiently binds to the relevant regulatory regions in oligodendroglial cells, even in the presence of Sox10. This is not surprising, as the DNA-binding domain is very strongly conserved among all three SoxE proteins. The structures of the HMG domain and DNA-binding mode are virtually interchangeable between Sox10 and Sox8, according to in silico structure predictions (Figure 8a,b) [1,2,3].

Differences in the ability to interact with other transcription factors or co-factors, and the choice of interaction partners, are other causes for divergent transcriptional activity. This has been well documented for the activity of Sox proteins in general [28,29]. Interactions with other proteins are predominantly mediated by intrinsically disordered transactivation domains of transcription factors, which only adopt a defined structure upon interaction with other proteins. Consequently, these domains are poorly accessible to protein structure predictions [30]. All SoxE proteins carry two such transactivation domains. Both are conserved among SoxE proteins, but the degree of conservation is much lower than for the DNA-binding domain [1,2,3]. When generating chimeric proteins between Sox8 and Sox10, we had expected the transcriptional activity of the resulting chimera to correlate with the origin of its transactivation domains. Our assumption was that the transactivation domains of Sox10 would allow higher activation rates than those of Sox8. Intriguingly, this was not the case. The transcriptional activity of the chimera correlated with the origin of its aminoterminal part that consists of a poorly conserved region at the very aminoterminus, a conserved dimerization domain and the DNA-binding HMG domain.

Considering that we found neither experimental nor in silico evidence for differences in the DNA-binding activity of Sox8 and Sox10, it appears unlikely that the HMG domain was responsible for the differential activity of the two proteins because of its DNA-binding properties. The carboxyterminal part of the HMG domain is also involved in protein–protein interactions with DNA-binding domains of other transcription factors [31,32]. Therefore, we cannot exclude that differences in the interactions of the two HMG domains with partner proteins contribute to the different transcriptional activities of Sox8 and Sox10 in oligodendroglial cells. However, we consider such a scenario unlikely, because of the aforementioned near identity of the two HMG domains.

The dimerization domain of one SoxE protein interacts with the HMG domain of another SoxE protein to allow the formation of SoxE dimers. The carboxyterminal part of the dimerization domain is mainly involved in the interaction (Figure 8a,b). This part of the dimerization domain (Figure 8a,b; marked in red) is highly conserved between Sox10 and Sox8, so that the overall mode of dimerization is very similar for both SoxE proteins. Significant structural differences are only predicted for the interactions between the HMG domain and the less conserved aminoterminal part of the dimerization domain (Figure 8a,b; marked in orange, circled). These variations may affect the strength of dimerization and/or the orientation of the preceding aminoterminal region relative to the HMG domain, and may contribute to the detected differences in activity between Sox10 and Sox8. Another, and potentially more plausible, explanation is that the poorly conserved region preceding the dimerization domain (53 amino acids in Sox8 and 60 amino acids in Sox10) is responsible for the different activity of both proteins. This region is intrinsically disordered, and therefore is not amenable to modeling and meaningful structure predictions.

While our study is restricted to oligodendroglial cells, it is tempting to speculate that our findings may also be relevant in other cell types in which Sox8 is co-expressed with either Sox9 or Sox10, and appears to contribute, to a minor extent, to a common function. Examples for such cell types are enteric neural crest cells, in which Sox10 is co-expressed with Sox8 [11], as well as Sertoli cells and chondrocytes, in which Sox9 and Sox8 jointly occur [9,10,33].

As already mentioned, there are also three paralogs in other groups of the Sox family, such as the SoxB1, SoxC, SoxD and SoxF groups [1,2,3]. Co-expression and functional redundancy have also been observed for the members of these groups [34,35,36,37,38]. Among SoxC proteins, Sox4 and Sox11 furthermore appear to be generally more important than the co-expressed Sox12, whereas the overall impact of Sox5 and Sox6 on various ontogenetic processes outweighs the impact of Sox13 among the SoxD proteins. Our findings may be directly transferable to other groups of related Sox proteins, and could have broad relevance for understanding the relationships and functions of paralogous transcription factors.

## 4. Materials and Methods

### 4.1. Plasmids

Coding sequences of mouse *Sox8* (NM_011447.3), *Sox9* (NM_011448.4) and *Sox10* (NM_011437.1) were cloned into the BamHI site of pEF1a-IRES-GFP (Takara Bio, Shiga, Japan, catalog number 631971) and used to generate SoxE protein-encoding lentiviruses. pCMV5-based expression plasmids for Sox10 and Sox8 have been described [15]. pCMV5-based expression plasmids for chimeric proteins containing parts of Sox8 and Sox10 (see Figure 7a) were cloned via Gibson assembly [39], with the 2x HiFi DNA assembly master mix (New England Biolabs, Ipswich, MA, USA, catalog number E2621), using the following primers: 5′-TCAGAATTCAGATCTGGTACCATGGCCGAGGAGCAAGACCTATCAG-3′ and 5′-TACCAGAGTCTGCCTCCCCC TGGGCTGC-3′ for amino acids 1-188 of Sox10; 5′-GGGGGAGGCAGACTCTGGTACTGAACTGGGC-3′ and 5′-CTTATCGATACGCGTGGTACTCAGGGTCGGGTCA GGGT-3′ for amino acids 184-464 of Sox8; 5′-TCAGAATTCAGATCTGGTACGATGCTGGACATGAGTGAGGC-3′ and 5′-CTGGGCACTCTGAGTCGCTCCGGCCAGT-3′ for amino acids 1-183 of Sox8; and 5′-GAGCGACTCAGAGTGCCCAGGCGGGGAG-3′ and 5′-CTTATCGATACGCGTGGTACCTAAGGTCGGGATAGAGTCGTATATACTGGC-3′ for amino acids 189-466 of Sox10. Luciferase reporter plasmids containing the promoters of the *Gjb1* and *Gjc2* genes, or combinations of the β-globin minimal promoter with enhancers of the *Olig2* (OLEa), *Nkx2.2* (ECR5 and ECR19), *Aatk*, *Plp1* and *Mbp* genes, have been described and used before [17,18].

### 4.2. Cells

Rat oligodendroglial Oln93 cells (provided by C. Richter-Landsberg) [27] and mouse Neuro2a neuroblastoma cells (ATCC, CCL-131) were kept in high-glucose DMEM (Thermo Fisher Scientific, Dreieich, Germany, Gibco catalog number 11965092), supplied with 10% fetal calf serum (Anprotec, Bruckberg, Germany, catalog number AC-SM-0143) and penicillin/streptomycin (Anprotec, catalog number AC-AB-0024). In addition to the original Sox10-expressing Oln93 cells, a genome-edited Oln93 clonal line was used, in which Sox10 expression was inactivated (clone A in [14]). After lentiviral transduction and fluorescence-activated cell sorting, these Oln93delSox10 cells gave rise to the polyclonal Ctrl, Sx8, Sx9 and Sx10 lines used for RNA-sequencing (Figure 1c).

Primary rat oligodendroglial cells were obtained from newborn Wistar rats via mixed glial cultures, subsequent shake-off and microglial depletion [40,41]. Rat oligodendroglial cells were seeded on poly-ornithine-coated (Sigma-Aldrich, Hamburg, Germany, catalog number P3655) cell culture dishes, in basal medium supplemented with 10 ng/mL PDGF-AA (Thermo Fisher Scientific, PeproTech catalog number 100–13A) and 10 ng/mL bFGF (Thermo Fisher Scientific, PeproTech catalog number 100–18B). The basal medium consisted of DMEM-F12 (Thermo Fisher Scientific, Gibco catalog number 11320033) with N2 (Thermo Fisher Scientific, Gibco catalog number 17502048) and B27 supplements (Thermo Fisher Scientific, Gibco catalog number 17504044), 0.01% bovine serum albumine (Thermo Fisher Scientific, Life Technologies catalog number 15260) and penicillin/streptomycin solution. After three days in culture and a medium change on day 2, the cells were detached using accutase (Sigma-Aldrich catalog number A6964) and kept in basal medium with 10 ng/mL PDGF-AA and 10 ng/mL bFGF to maintain proliferative conditions, or transferred for 3 days to a thyroid-hormone-containing medium (Sigma-Aldrich, catalog number T6397 and T1775) to induce differentiation.

### 4.3. Immunocytochemistry

The cells were seeded and grown on poly-ornithine coated coverslips. Following fixation with 3% paraformaldehyde, the cells were first incubated with primary antisera (each at a 1:2000 dilution) directed against Sox8 (from rabbit, made in house) [11], Sox9 (from guinea pig, made in house) [14] or Sox10 (from goat, made in house) [16], and then with corresponding species-specific secondary antibodies coupled to Cy3 (Dianova, Hamburg, Germany 1:200 dilution), Cy5 (Dianova, 1:200 dilution), or Alexa Fluor 488 (Molecular Probes, Eugene, OR, USA, 1:500 dilution) fluorescent dyes. The nuclei were counterstained with 4′,6-diamidino-2-phenylindole dihydrochloride (DAPI). Fluorescent signals were documented on a camera-equipped DMI6000 B inverted microscope (Leica, Wetzlar, Germany).

### 4.4. Western Blotting

Whole cell lysates of Oln93 cells were prepared as described [18]. Proteins were size-separated on 10% polyacrylamide sodium-dodecyl-sulfate gels and blotted on nitrocellulose membranes. Immunoblotting was performed with rabbit anti-Sox8 serum (see above, 1:8000 dilution), affinity-purified rabbit anti-Sox9 serum (made in house, 1:2000 dilution) [14], rabbit anti-Sox10 serum (made in house, 1:8000 dilution) [14] or rabbit anti-Gapdh antibody (Proteintech, Rosemont, IL, USA, catalog number 10494-1-AP, 1:100,000 dilution) and protein A-HRP conjugates (ThermoFisher Scientific, Dreieich, Germany, Invitrogen catalog number 101023, 1:2000 dilution), using luminol-dependent enhanced chemiluminescence (Sigma-Aldrich, catalog number A4685).

### 4.5. RNA-Sequencing and Bioinformatics Analysis

For RNA-sequencing, total RNA was prepared from Oln93 cell lines using the RNeasy Mini Kit (Qiagen, Hilden, Germany, catalog number 74104). Contaminating DNA was removed by treatment with DNAse I, before determining quantity, purity and quality on an Agilent 5300 Fragment Analyzer (Agilent Technologies, Santa Clara, CA, USA). Libraries were prepared from 0.4 µg total RNA per sample, using the NEBNext Ultra II RNA Library Prep Kit for Illumina (New England Biolabs, Ipswich, MA, USA, catalog number E7760) according to the manufacturer’s instructions, and they underwent single-end sequencing. 50 million reads were generated, on average, per library. After investigating the quality of the raw data, sequence reads were trimmed, to remove possible adapter sequences and nucleotides with poor quality, using FASTQ Trimmer (version 1.1.5) [42]. The trimmed reads were mapped to the Rattus norvegicus genome (or the Mus musculus reference genome for specifically detecting the ectopic SoxE transcripts), available on ENSEMBL (rn5, mm10), using STAR aligner (version 2.7.11a) [43]. Unique gene hit counts were calculated by using feature counts from subread package 1.5.2 [44], and were recorded when located in exon regions. DESeq2 (version 2.11.40.8) was used for differential gene expression analysis and normalization [45]. The data were deposited in GEO, and are accessible under GSE136659 and GSE280389. GO analysis of up- and downregulated genes was performed using the Database for Annotation, Visualization and Integrated Discovery (DAVID) [46,47].

### 4.6. Reporter Gene Assays

For luciferase assays, Neuro2a cells were transfected in triplicates in 24-well plates, with 0.5 µg of luciferase reporter plasmid and 0.25 µg pCMV5-based expression plasmid, using Xfect (Takara Biotech, Kusatsu, Japan, catalog number 631318). The luciferase assay has been described in detail [18], and obtained light units were used to calculate induction rates as fold increases over luciferase activities in cells transfected with reporter and empty pCMV5.

### 4.7. Chromatin Immunoprecipitation

Oln93 cells and rat oligodendroglia, after 3 days in culture under differentiating conditions, were fixed with 1% paraformaldehyde at room temperature, before chromatin was isolated and sheared with a Bioruptor (Diagenode, Liège, Belgium) to fragments of 150-400 bp [18]. Sheared chromatin was precleared and precipitated with rabbit antisera directed against Sox10 or Sox8 (see above) and corresponding pre-immune sera. After reversal of cross-linking and proteinase K treatment (Roche Diagnostics, Penzberg, Germany, catalog number 03115844001), DNA was purified from the precipitate using the NucleoSpin Gel and PCR cleanup kit (Machery-Nagel, Düren, Germany, catalog number 740609). Quantitative PCR was performed using PowerUp SYBR Green Mastermix (Thermo Fisher Scientific, catalog number A25743) with the following primers: 5′-GTTTCCATTCTGGGGGAAAT-3′ and 5′-ACAAGTGCCTGTGGGAAGTC-3’ for *Nkx2.2* ECR 19 (rn6: chr3:141,429,475-141,429,660, size: 186 bp); 5’-CTGTCACTGGGTCCCTTTGT-3’ and 5’-CTCCATCCTCCTCCCCAATA-3’ for *Nkx2.2* ECR 5 (rn6: chr3:141,405,857-141,406,045, size: 189 bp); 5’-GGCGGGCACAGAACAGGTGG-3’ and 5’-CTCGGGGGAGCGCCTATCCT-3’ for the *Gjb1* promoter (rn6: chrX:71,277,860-71,278,152, size: 293 bp); 5’-ATCTGAATCCATGATTGTCC-3’ and 5’-GTCAGAAGTAGCCAGAGAGACTGG-3’ for the *Gjc2* promoter (rn6: chr10:45,534,672-45,534,841, size: 170 bp); 5’-GATTGCCAATTGCCTCCGAC-3’ and 5’-AGGGGGCGGTGTTTCTATTG-3’ for *Olig2* OLEa (rn6: chr11:31,357,506-31,357,820, size: 315 bp); 5′-TTTGCTCACTCGAAGGGACT-3′ and 5′-TTAGGTCCTTCTGGGGACAGT-3′ for the *Mbp* −17kb enhancer (rn6: chr18:79,388,710-79,388,944, size: 235 bp); 5′-CCAGGGCATGGGAACGAA-3′ and 5′-CTCCAAACCCTCCAAACAAGC-3′ for the intronic *Plp1* enhancer (rn6: chrX:107,501,073-107,501,260, size: 188 bp); and 5′-ACAGTCACAGCACGTGTTCC-3′ and 5′-ATGCAGGCAAAACATGTACG -3′ for a negative control region from the *Nkx2.2* locus (rn6: chr3:141,472,090-141,472,325, size: 236 bp). All the samples were processed as technical triplicates. The ΔΔCt method allowed the calculation of the percent recovery from the input. The recovery rates were used to determine the enrichment obtained with specific antisera over pre-immune sera (set to 1).

### 4.8. Structure Modeling

The interaction between the dimerization domain and the HMG domain of SoxE proteins was modeled with AlphaFold-3 [48]. The setup included residues G49-G87 of Sox8 or residues G52-G96 of Sox10 for the dimerization domain, and residues G91-S183 of Sox8 or G96-A188 of Sox10 for the HMG domain, as separate chains. In addition, a dodecameric DNA sequence (5′-CTCTTTGAGAAG-3′) was included in the modeling. Structure analysis and visualization was performed with VMD [49].

### 4.9. Quantifications and Statistical Analysis

Results from independent cell clones, experiments or separately generated samples were treated as biological replicates. The exact number of replicates is given in the respective figure legends. GraphPad Prism7 (GraphPad software, La Jolla, CA, USA) was used for statistical testing. The statistical significance of differences in luciferase activities or relative enrichment in chromatin immunoprecipitations was determined by unpaired two-tailed Student’s *t* test (*, *p* ≤ 0.05; **, *p* ≤ 0.01, ***, *p* ≤ 0.001).

## 5. Conclusions

Despite the limitations of our study, our work provides an important contribution to understanding the relation of co-expressed paralogous proteins, their respective actions and the issue of functional redundancy in general. The strong variation in the transcriptional activity of Sox8 and Sox10 in oligodendroglial cells is intriguing, and suggests that paralogous transcription factors can have a very different impact on the expression profile when co-expressed in a given cell. Differences in strength and specificities of interactions with other nuclear proteins seem to be the underlying mechanism.

The evolutionary advantage and physiological relevance of co-expressing two paralogs with markedly different transcriptional activities is not easy to explain. Although expression profiling and bioinformatic analyses, as the current state-of-the art technologies, indicate that Sox10 and Sox8 regulate more or less the same pathways and processes in oligodendroglial cells, all the available data indicate that Sox8 cannot serve as a backup of Sox10 under standard conditions [12,15,16]. For a failsafe mechanism and functional compensation, similar activities of the two paralogs would be required. Therefore, we propose that the presence of two paralogs may become useful primarily in situations where the cell encounters challenging demands, unusual signals or insults, and has to react by drastic adaptations of its gene regulatory network. In such a condition, the usually less-active paralog Sox8 may be capable of engaging in new, signal-induced functional interactions that the normally dominant paralog Sox10 is unable to make. This ability could enable Sox8 to sustain, or even enhance, transcriptional activity in challenging conditions.

In line with such an assumption, no evidence exists for a role of Sox10 in Multiple Sclerosis (MS), despite its strong influence on oligodendrocyte development and function under standard physiological conditions. Sox8, on the other hand, has been identified in two studies as a susceptibility gene for MS [50,51]. It is tempting to speculate that the usually less-active Sox8 acquires greater importance under the inflammatory conditions associated with MS, and endows the cells with capabilities to deal with such challenges. We therefore argue that knowledge and understanding of the differences between the molecular modes of action of Sox8 and Sox10 will help to lay out their respective roles not only in developmental myelination and oligodendrocyte physiology, but also in demyelinating diseases and during remyelination. This may eventually be helpful for judging and exploiting the therapeutic potential of these proteins.

## Figures and Tables

**Figure 1:**
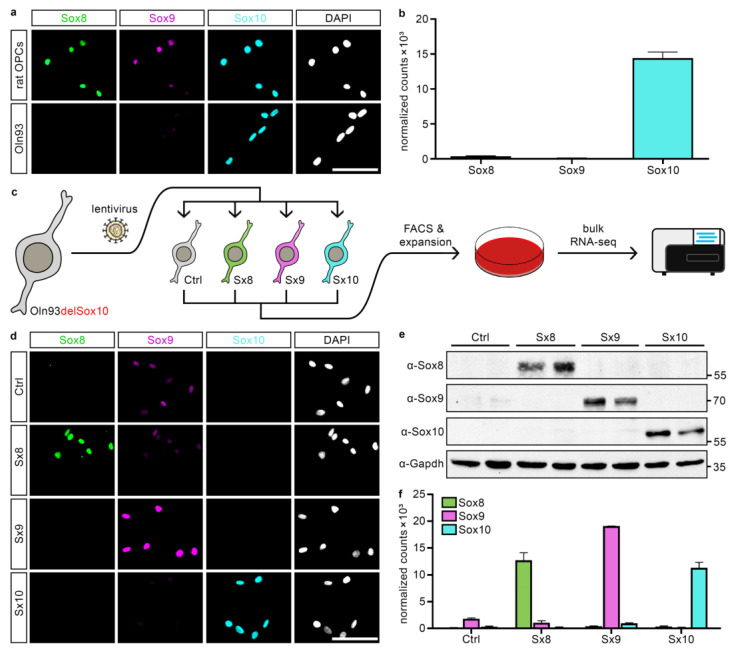
Oln93 cell lines with differential SoxE expression. (**a**) Immunocytochemical stainings of cultured rat OPCs and the original Oln93 cells with specific antibodies for Sox8, Sox9 and Sox10. Nuclei were counterstained with 4′,6-diamidino-2-phenylindole dihydrochloride (DAPI). Scale bar (valid for all panels): 50 µm; magnification: 200-fold. (**b**) SoxE transcript levels in the original Oln93 cell line according to published RNA-sequencing data (GSE136659) [17], presented as DESeq2-normalized counts. (**c**) Scheme for the generation of polyclonal cell lines that are based on a Sox10-deficient Oln93 cell clone (Oln93delSox10) and ectopically express GFP (Ctrl) and one of the three SoxE proteins (Sx8, Sx9, Sx10) after lentiviral transduction and fluorescence-activated cell sorting (FACS). (**d**) Immunocytochemical stainings of one polyclonal Oln93-derived Ctrl, Sx8, Sx9 and Sx10 line with specific antibodies for Sox8, Sox9 and Sox10. Nuclei were counterstained with DAPI. Scale bar (valid for all panels): 50 µm; magnification: 200-fold. (**e**) Western blot on extracts from two polyclonal Oln93-derived Ctrl, Sx8, Sx9 and Sx10 lines using antibodies directed against Sox8, Sox9, Sox10 or Gapdh. Numbers on the right indicate molecular weight in kilodaltons of co-electrophoresed marker proteins. (**f**) Transcript levels for mouse SoxE factors in the polyclonal Oln93-derived Ctrl, Sx8, Sx9, and Sx10 lines, according to RNA-sequencing (GSE280389), presented as DESeq2-normalized counts (n = 2).

**Figure 2:**
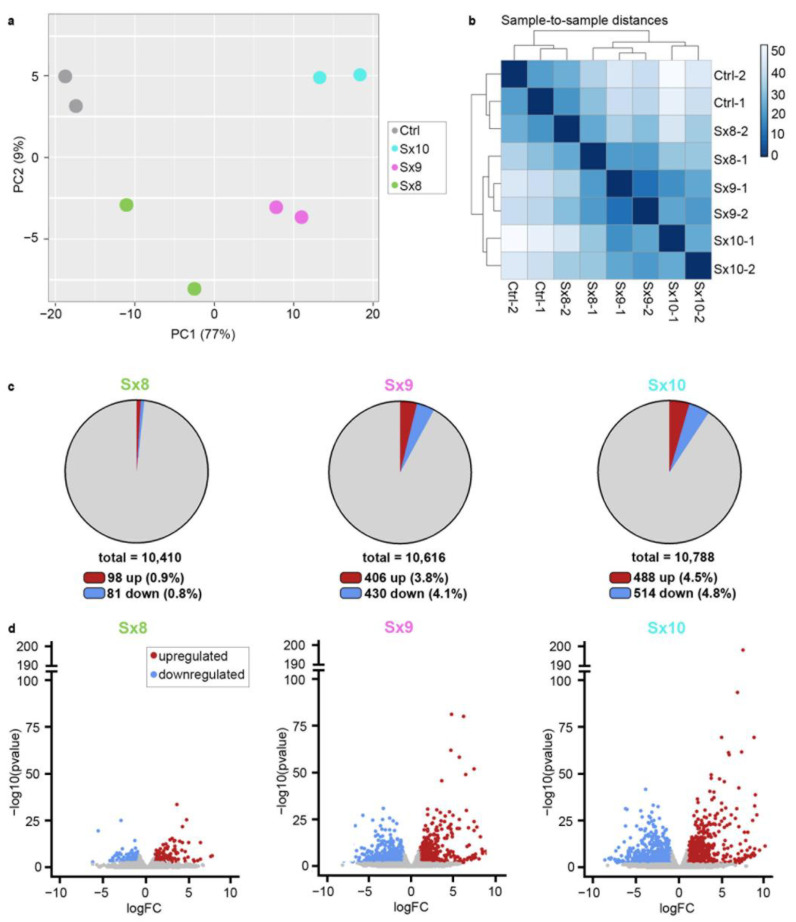
SoxE-induced expression changes in Oln93delSox10 cells. (**a**,**b**) PCA (**a**) and DESeq2 (**b**) plots comparing overall expression patterns in Oln93-derived Ctrl, Sx8, Sx9 and Sx10 cell lines, according to RNA-sequencing results. (**c**) Pie charts summarizing the fraction of upregulated (red) or downregulated (blue) differentially expressed genes (DEGs, defined by log2-fold change ≥±1, adjusted *p*-value ≤ 0.05) in Sx8, Sx9 and Sx10 cell lines compared to Ctrl. Exact numbers of DEGs and total detected genes are given below each pie chart. (**d**) Volcano plots depicting the overall distribution of DEGs in Sx8, Sx9 and Sx10 cell lines according to log2-fold change (logFC, x-axis) and *p*-value (shown as a negative decimal logarithm, y-axis).

**Figure 3:**
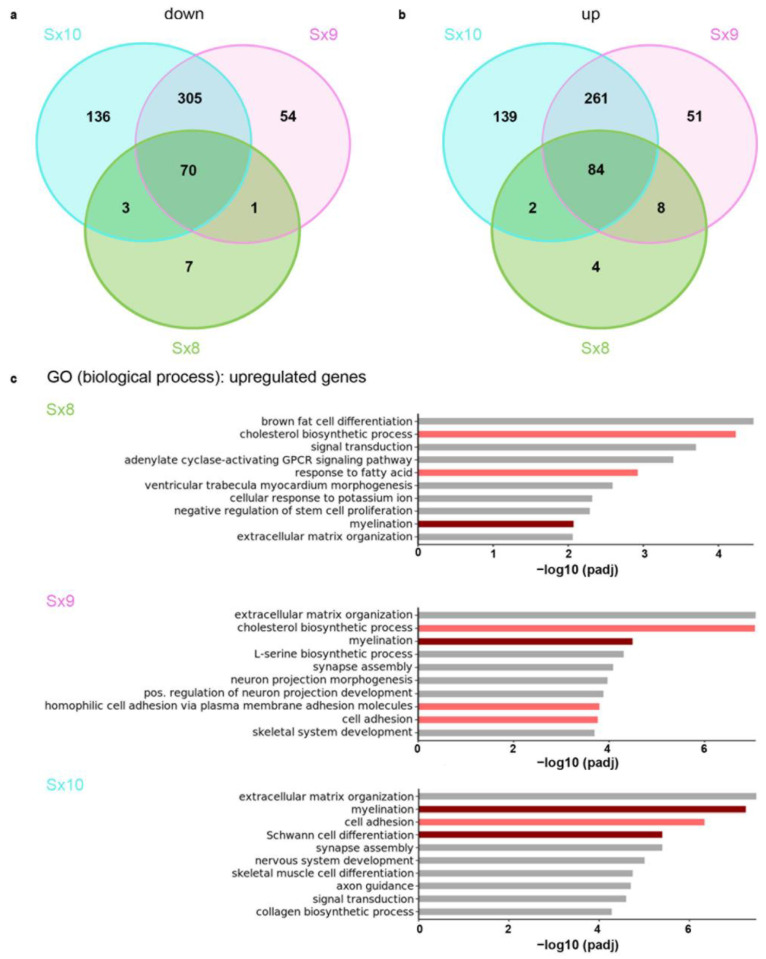
Comparison of SoxE-induced expression changes in Oln93delSox10 cells. (**a**,**b**) Venn diagrams showing the overlap of downregulated (**a**) and upregulated (**b**) genes in Sx8, Sx9 and Sx10 cell lines. Jointly deregulated genes were defined as genes similarly up- or downregulated in pairs or in all three SoxE proteins, with an adjusted *p*-value ≤ 0.05 and achieving a log2-fold deregulation of ≥±1. (**c**) Gene ontology (GO) studies on upregulated DEGs in Sx8, Sx9 and Sx10 cell lines. The top 10 terms according to adjusted *p*-value (padj) are listed. Terms related to myelinating glia are labeled in dark red; others with relevance for these cells are labeled in light red.

**Figure 4:**
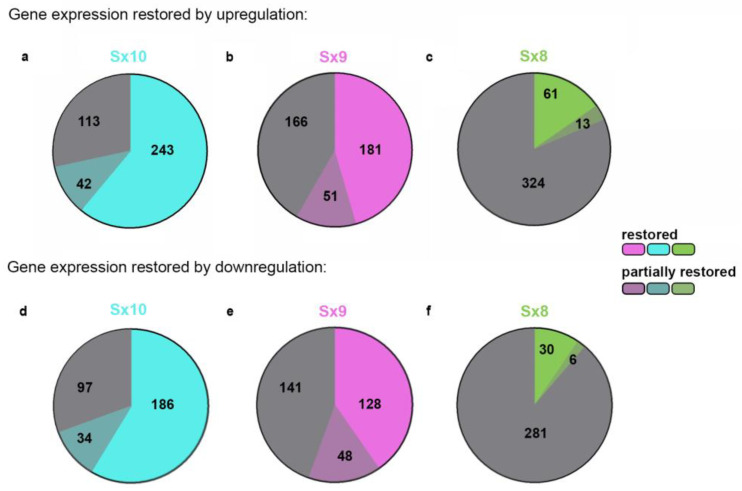
SoxE protein capability to rescue Sox10 loss in Oln93 cells. (**a**–**f**) Pie charts showing how many of the genes that were altered in their expression in Oln93 cells upon Sox10 loss (log2-foldchange of ≥±1 and adjusted *p*-value ≤ 0.05; acc. to GSE136659) were restored to their original expression in the Sx10 (**a**,**d**), Sx9 (**b**,**e**) and Sx8 (**c**,**f**) cell lines (acc. to GSE280389). Panels (**a**–**c**) focus on the 398 genes downregulated after Sox10 loss in Oln93 cells; panels (**d**–**f**) focus on the 317 upregulated genes. Shown are the number of genes whose expression was fully restored (light color) or partially restored (dark color) to their original levels prior to Sox10 loss. The gray sector in each chart represents the fraction of genes whose expression levels remained unchanged. Genes were considered restored in their expression when a log2-fold change of ≥±1 and an adjusted *p*-value ≤ 0.05 were observed in the Sx10, Sx9 and Sx8 cell lines. For a partial restoration, a log2-fold change of >0 and an adjusted *p*-value ≤ 0.05 had to be reached.

**Figure 5:**
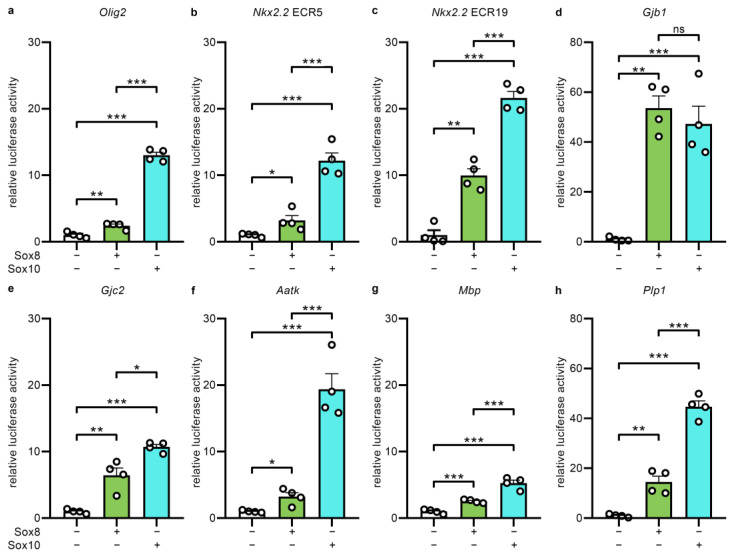
Transcriptional activity of Sox8 and Sox10 on oligodendroglial regulatory regions. (**a**–**h**) Luciferase assays in Neuro2a cells transiently transfected with reporter genes under control of the OLEa enhancer of the *Olig2* gene (**a**), the ECR5 (**b**) and ECR19 (**c**) enhancers of the *Nkx2.2* gene, the *Gjb1* (**d**) and *Gjc2* (**e**) promoters as well as the *Aatk* (**f**) enhancer, the −17 kb upstream enhancer of the *Mbp* gene (**g**) and the enhancer from the first intron of the *Plp1* gene (**h**) in the absence (−) or presence (+) of Sox10 or Sox8, as indicated below the bars. Effector-dependent activation rates are presented as fold inductions ± SEM of luciferase activity, with transfections in the absence of any Sox protein set to 1 (n = 4). Differences were statistically significant, as determined by unpaired two-tailed Student’s *t* test (ns, not significant; * *p* ≤ 0.05; ** *p* ≤ 0.01; *** *p* ≤ 0.001).

**Figure 6:**
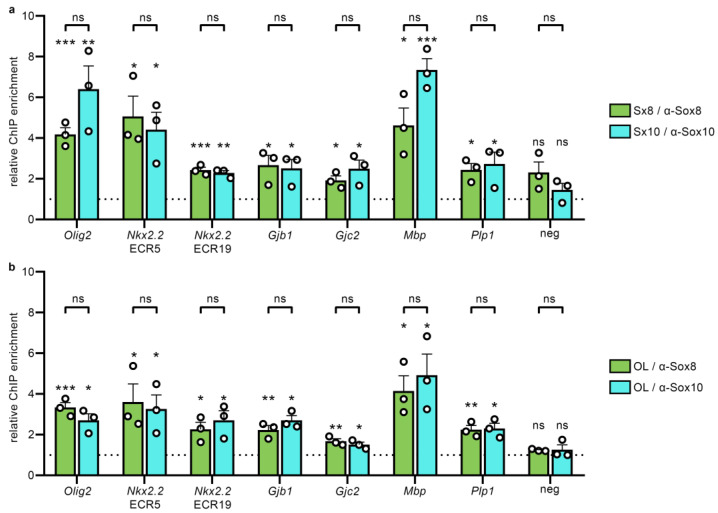
Binding of Sox8 and Sox10 to regulatory regions in oligodendroglial cells. (**a**,**b**) Immunoprecipitation experiments on chromatin of Oln93-derived Sx10 and Sx8 cell lines (**a**) as well as on chromatin of primary rat oligodendroglial cells (**b**) kept for three days under differentiating conditions, using Sox10 and Sox8 antisera, as well as the corresponding pre-immune sera, to detect occupancy of Sox10 and Sox8 on regulatory regions of the *Olig2*, *Nkx2.2* (ECR5, ECR19), *Gjb1*, *Gjc2*, *Mbp* and *Plp1* genes, and a negative control region from the *Nkx2.2* gene. Amounts of antiserum-precipitated chromatin were normalized to chromatin precipitated with the corresponding pre-immune serum, to yield relative chromatin immunoprecipitation (ChIP) enrichment rates over pre-immune serum (set to 1, indicated by the dotted line). Data represent mean values (n = 3) ± SEM, and were statistically analyzed by unpaired two-tailed Student’s *t* test (ns, not significant; * *p* ≤ 0.05, ** *p* ≤ 0.01, *** *p* ≤ 0.001).

**Figure 7:**
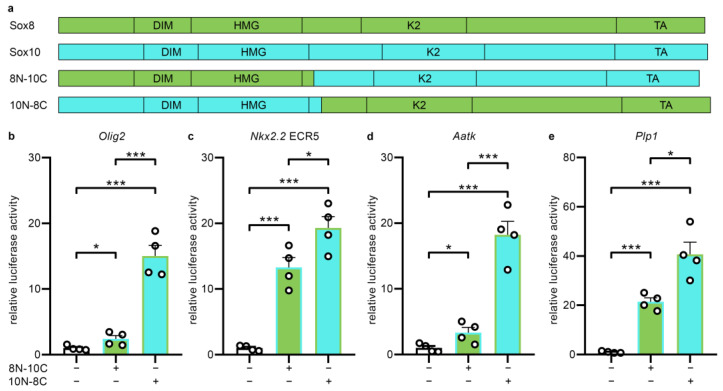
Impact of the transactivation domains on the transcriptional activity of Sox10 and Sox8 on oligodendroglial regulatory regions. (**a**) Schematic representation of the domain structure of Sox8 and Sox10 and the generated chimeras. DIM, dimerization domain; HMG, high-mobility-group domain; K2 and TA, transactivation domains. (**b**–**e**) Luciferase assays in Neuro2a cells transiently transfected with reporter genes, under control of the OLEa enhancer of the *Olig2* gene (**b**), the ECR5 enhancer of the *Nkx2.2* gene (**c**), the *Aatk* enhancer (**d**) and the intronic *Plp1* enhancer (**e**), in the absence of effector (−) or presence (+) of the Sox10/Sox8 chimeras, as indicated below the bars. Effector-dependent activation rates are presented as fold inductions ± SEM of luciferase activity, with transfections in the absence of effector set to 1 (n ≥ 4). Differences were statistically significant, as determined by unpaired two-tailed Student’s *t* test (* *p* ≤ 0.05; *** *p* ≤ 0.001).

**Figure 8:**
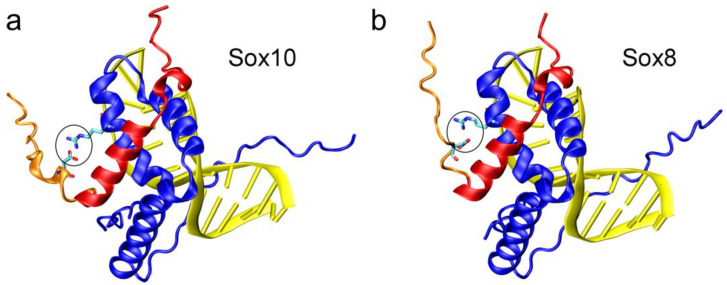
Model of the interaction between the HMG domain and dimerization domain in SoxE dimers. (**a**) Model of the Sox10 HMG domain (blue) bound to DNA (yellow) and interacting with a Sox10 dimerization domain (conserved part in red, less conserved part with residues G52-K67 in orange). The interacting residues D64 (in dimerization domain) and R120 (in HMG domain) are shown in stick presentation and are encircled. (**b**) Model of the Sox8 HMG domain (blue) bound to DNA (yellow), and interacting with a Sox8 dimerization domain (conserved part in red, less conserved part with residues G49-R60 in orange). The interacting residues D58 (in dimerization domain) and R115 (in HMG domain) are shown in stick presentation and are encircled. The different spatial arrangement of the polar residues results in a different orientation of the aminoterminus in Sox10 and Sox8.

## Data Availability

All the data generated or analyzed during this study are included in this published article, or were deposited in GEO under accession numbers GSE136659 and GSE280389.

## References

[1] Schepers G.E., Taesdale R.D., Koopman P. (2002). Twenty pairs of Sox: Extent, homology, and nomenclature of the mouse and human Sox transcription factor families. Dev. Cell.

[2] Kamachi Y., Kondoh H. (2013). Sox proteins: Regulators of cell fate specification and differentiation. Development.

[3] Wegner M. (1999). From head to toes: The multiple facets of Sox proteins. Nucleic Acids Res..

[4] Koopman P. (2001). Sry, Sox9 and mammalian sex determination. EXS.

[5] Angelozzi M., Lefebvre V. (2019). SOXopathies: Growing Family of Developmental Disorders Due to SOX Mutations. Trends Genet..

[6] Ming Z., Vining B., Bagheri-Fam S., Harley V. (2022). SOX9 in organogenesis: Shared and unique transcriptional functions. Cell. Mol. Life Sci..

[7] Pingault V., Zerad L., Bertani-Torres W., Bondurand N. (2022). SOX10: 20 years of phenotypic plurality and current understanding of its developmental function. J. Med. Genet..

[8] Sock E., Schmidt K., Hermans-Borgmeyer I., Bösl M.R., Wegner M. (2001). Idiopathic weight reduction in mice deficient in the high-mobility-group transcription factor Sox8. Mol. Cell. Biol..

[9] Barrionuevo F., Scherer G. (2010). SOX E genes: SOX9 and SOX8 in mammalian testis development. Int. J. Biochem. Cell Biol..

[10] Molin A.N., Contentin R., Angelozzi M., Karvande A., Kc R., Haseeb A., Voskamp C., de Charleroy C., Lefebvre V. (2024). Skeletal growth is enhanced by a shared role for SOX8 and SOX9 in promoting reserve chondrocyte commitment to columnar proliferation. Proc. Natl. Acad. Sci. USA.

[11] Maka M., Stolt C.C., Wegner M. (2005). Identification of Sox8 as a modifier gene in a mouse model of Hirschsprung disease reveals underlying molecular defect. Dev. Biol..

[12] Stolt C.C., Lommes P., Friedrich R.P., Wegner M. (2004). Transcription factors Sox8 and Sox10 perform non-equivalent roles during oligodendrocyte development despite functional redundancy. Development.

[13] Weider M., Wegner M. (2017). SoxE factors: Transcriptional regulators of neural differentiation and nervous system development. Semin. Cell Dev. Biol..

[14] Reiprich S., Cantone M., Weider M., Baroti T., Wittstatt J., Schmitt C., Kuspert M., Vera J., Wegner M. (2017). Transcription factor Sox10 regulates oligodendroglial Sox9 levels via microRNAs. Glia.

[15] Turnescu T., Arter J., Reiprich S., Tamm E.R., Waisman A., Wegner M. (2018). Sox8 and Sox10 jointly maintain myelin gene expression in oligodendrocytes. Glia.

[16] Jörg L.M., Schlötzer-Schrehardt U., Lefebvre V., Sock E., Wegner M. (2024). Transcription Factors Sox8 and Sox10 Contribute with Different Importance to the Maintenance of Mature Oligodendrocytes. Int. J. Mol. Sci..

[17] Aprato J., Sock E., Weider M., Elsesser O., Frob F., Wegner M. (2020). Myrf guides target gene selection of transcription factor Sox10 during oligodendroglial development. Nucleic Acids Res..

[18] Weider M., Starost L.J., Groll K., Kuspert M., Sock E., Wedel M., Frob F., Schmitt C., Baroti T., Hartwig A.C. (2018). Nfat/calcineurin signaling promotes oligodendrocyte differentiation and myelination by transcription factor network tuning. Nat. Commun..

[19] Hamel B.C., Smits A.P., Otten B.J., van den Helm B., Ropers H.H., Mariman E.C. (1996). Familial X-linked mental retardation and isolated growth hormone deficiency: Clinical and molecular findings. Am. J. Med. Genet..

[20] Lamb A.N., Rosenfeld J.A., Neill N.J., Talkowski M.E., Blumenthal I., Girirajan S., Keelean-Fuller D., Fan Z., Pouncey J., Stevens C. (2012). Haploinsufficiency of SOX5 at 12p12.1 is associated with developmental delays with prominent language delay, behavior problems, and mild dysmorphic features. Hum. Mutat..

[21] Tolchin D., Yeager J.P., Prasad P., Dorrani N., Russi A.S., Martinez-Agosto J.A., Haseeb A., Angelozzi M., Santen G.W.E., Ruivenkamp C. (2020). De Novo SOX6 Variants Cause a Neurodevelopmental Syndrome Associated with ADHD, Craniosynostosis, and Osteochondromas. Am. J. Hum. Genet..

[22] Tsurusaki Y., Koshimizu E., Ohashi H., Phadke S., Kou I., Shiina M., Suzuki T., Okamoto N., Imamura S., Yamashita M. (2014). De novo SOX11 mutations cause Coffin-Siris syndrome. Nat. Commun..

[23] Zawerton A., Yao B., Yeager J.P., Pippucci T., Haseeb A., Smith J.D., Wischmann L., Kuhl S.J., Dean J.C.S., Pilz D.T. (2019). De Novo SOX4 Variants Cause a Neurodevelopmental Disease Associated with Mild Dysmorphism. Am. J. Hum. Genet..

[24] Treccarichi S., Cali F., Vinci M., Ragalmuto A., Musumeci A., Federico C., Costanza C., Bottitta M., Greco D., Saccone S. (2024). Implications of a De Novo Variant in the SOX12 Gene in a Patient with Generalized Epilepsy, Intellectual Disability, and Childhood Emotional Behavioral Disorders. Curr. Issues Mol. Biol..

[25] Inoue K., Tanabe Y., Lupski J.R. (1999). Myelin deficiencies in both the central and peripheral nervous system associated with a SOX10 mutation. Ann. Neurol..

[26] Pingault V., Bondurand N., Kuhlbrodt K., Goerich D.E., Prehu M.-O., Puliti A., Herbarth B., Hermans-Borgmeyer I., Legius E., Matthijs G. (1998). Sox10 mutations in patients with Waardenburg-Hirschsprung disease. Nat. Genet..

[27] Richter-Landsberg C., Heinrich M. (1996). OLN-93: A new permanent oligodendroglia cell line derived from primary rat brain glial cultures. J. Neurosci. Res..

[28] Kamachi Y., Uchikawa M., Kondoh H. (2000). Pairing SOX off: With partners in the regulation of embryonic development. Trends Genet..

[29] Kondoh H., Kamachi Y. (2010). SOX-partner code for cell specification: Regulatory target selection and underlying molecular mechanisms. Int. J. Biochem. Cell Biol..

[30] Udupa A., Kotha S.R., Staller M.V. (2024). Commonly asked questions about transcriptional activation domains. Curr. Opin. Struct. Biol..

[31] Remenyi A., Lins K., Nissen L.J., Reinbold R., Schöler H.R., Wilmanns M. (2003). Crystal structure of a POU/HMG/DNA ternary complex suggests differential assemby of Oct4 and Sox2 on two enhancers. Genes Dev..

[32] Werner M.H., Huth J.R., Gronenborn A.M., Clore G.M. (1995). Molecular basis of human 46X,Y sex reversal revealed from the three-dimensional solution structure of the human SRY-DNA complex. Cell.

[33] Koopman P. (2005). Sex determination: A tale of two Sox genes. Trends Genet..

[34] Bergsland M., Werme M., Malewicz M., Perlmann T., Muhr J. (2006). The establishment of neuronal properties is controlled by Sox4 and Sox11. Genes Dev..

[35] Bylund M., Andersson E., Novitch B.G., Muhr J. (2003). Vertebrate neurogenesis is counteracted by Sox1-3 activity. Nat. Neurosci..

[36] Stolt C.C., Schlierf A., Lommes P., Hillgärtner S., Werner T., Kosian T., Sock E., Kessaris N., Richardson W.D., Lefebvre V. (2006). SoxD proteins influence multiple stages of oligodendrocyte development and modulate SoxE protein function. Dev. Cell.

[37] Lefebvre V. (2019). Roles and regulation of SOX transcription factors in skeletogenesis. Curr. Top. Dev. Biol..

[38] Dy P., Penzo-Mendez A., Wang H., Pedraza C.E., Macklin W.B., Lefebvre V. (2008). The three SoxC proteins--Sox4, Sox11 and Sox12--exhibit overlapping expression patterns and molecular properties. Nucleic Acids Res..

[39] Gibson D.G., Young L., Chuang R.Y., Venter J.C., Hutchison C.A., Smith H.O. (2009). Enzymatic assembly of DNA molecules up to several hundred kilobases. Nat. Methods.

[40] McCarthy K.D., DeVellis J. (1980). Preparation of separate astroglial and oligodendroglial cell cultures from rat cerebral tissue. J. Cell. Biol..

[41] Yang J., Cheng X., Shen J., Xie B., Zhao X., Zhang Z., Cao Q., Shen Y., Qiu M. (2016). A Novel Approach for Amplification and Purification of Mouse Oligodendrocyte Progenitor Cells. Front. Cell Neurosci..

[42] Blankenberg D., Gordon A., Von Kuster G., Coraor N., Taylor J., Nekrutenko A., Galaxy T. (2010). Manipulation of FASTQ data with Galaxy. Bioinformatics.

[43] Dobin A., Davis C.A., Schlesinger F., Drenkow J., Zaleski C., Jha S., Batut P., Chaisson M., Gingeras T.R. (2013). STAR: Ultrafast universal RNA-seq aligner. Bioinformatics.

[44] Liao Y., Smyth G.K., Shi W. (2014). featureCounts: An efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics.

[45] Love M.I., Huber W., Anders S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[46] Sherman B.T., Hao M., Qiu J., Jiao X., Baseler M.W., Lane H.C., Imamichi T., Chang W. (2022). DAVID: A web server for functional enrichment analysis and functional annotation of gene lists (2021 update). Nucleic Acids Res..

[47] Huang D.W., Sherman B.T., Lempicki R.A. (2009). Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat. Protoc..

[48] Abramson J., Adler J., Dunger J., Evans R., Green T., Pritzel A., Ronneberger O., Willmore L., Ballard A.J., Bambrick J. (2024). Accurate structure prediction of biomolecular interactions with AlphaFold 3. Nature.

[49] Humphrey W., Dalke A., Schulten K. (1996). VMD: Visual molecular dynamics. J. Mol. Graph..

[50] Lill C.M., Schjeide B.M., Graetz C., Ban M., Alcina A., Ortiz M.A., Perez J., Damotte V., Booth D., Lopez de Lapuente A. (2013). MANBA, CXCR5, SOX8, RPS6KB1 and ZBTB46 are genetic risk loci for multiple sclerosis. Brain.

[51] Sawcer S., Hellenthal G., Pirinen M., Spencer C.C., Patsopoulos N.A., Moutsianas L., Dilthey A., Su Z., Freeman C., Hunt S.E. (2011). Genetic risk and a primary role for cell-mediated immune mechanisms in multiple sclerosis. Nature.

How the deposited data were processed for this re-analysis (not part of the article)

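Bulk RNA-sequencing was performed on 2 polyclonal lines for each of the 4 conditions Ctrl, Sx8, Sx9 and Sx10, all derived from the Sox10-deficient rat clone Oln93delSox10. The authors trimmed the single-end reads with FASTQ Trimmer, mapped them to the rat genome rn5 with STAR, counted unique hits in exons with featureCounts, and deposited the raw counts per Ensembl gene for each library. Strandedness is not given in the methods, so antisense, overlapping and near-identical genes may have uncertain counts. The methods name DESeq2 for the authors' own differential expression and normalization, and the paper's text does not name whether all groups were fitted together. Counts of the ectopic mouse SoxE transcripts, which the paper took from a mapping to the mouse genome, were not used here.

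Conditions and line numbers were taken from the sample labels and the paper. The labels of the Ctrl libraries name no virus, whereas the paper describes a lentivirus carrying GFP alone. The value columns of the Ctrl files are headed with Sox10 and the line number joined by a hyphen, and those of the Sx10 files with the same words joined by an underscore. The mapping follows the labels of each file's sample, not these headings. The expression of Sox10 was not available to check the Ctrl and Sx10 libraries, and their identity rests on the labels. An exchange of both groups would reverse the sign of each difference between Sx10 and Ctrl. With the files exchanged, the comparison of Sx9 with Ctrl would have 5 DEGs in place of 840, and the paper's number is 836.

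The deposited counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Of 26689 listed genes, 12431 passed filterByExpr. Library sizes were normalized by TMM, dispersions were estimated over all 8 libraries, and 6 comparisons were tested with glmQLFit and glmQLFTest. Standard errors were taken as the absolute log2-fold change divided by the square root of F. DEGs had an absolute log2-fold change of at least 1 and a Benjamini-Hochberg adjusted p-value of at most 0.05, which are the paper's thresholds. The common dispersion was 0.0405, with 3.9 prior and 4 residual degrees of freedom. Depth was between 33082890 and 45049891 counts per library. A count of 0 allows up to 3 counts, and confidence intervals of 95% are exact and cover counting error only. Distances used log2 CPM with a prior count of 2, and the PCA the 500 most variable genes.

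The design, the alternatives and the rule for named genes were fixed before the data were examined. The alternatives were DESeq2 on all 8 or only the 4 libraries compared, edgeR on only the 4 libraries compared, RLE factors or total counts in place of TMM, all genes with a count or only genes with at least 10 counts in every library, glmTreat against a log2-fold change of 1, an adjusted p-value of 0.01, the replicate number as a block, and each library left out in turn.

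The test was tried on simulated data, with counts drawn from the Ctrl means and from the fitted dispersions and sizes of the real libraries. In the changed condition 200 genes were changed, all of them above a minimum level in Ctrl. edgeR called 90% of 100 genes changed by 1.5 and 99% of 100 changed by 3 on the log2 scale, 11 of 12231 unchanged genes in the changed condition, and 0 genes in an unchanged condition. DESeq2 called 97% and 98% of the same genes, 29 of the unchanged genes in the changed condition, and 12 genes in the unchanged condition. The simulated lines had no deviation shared by line number and left out changes in weakly expressed genes. These shares are therefore not the power to find changes in the real Sx8 lines.

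The table of gene names given here, with 47357 rows, matched 0 of the 26689 identifiers, so no gene symbol is printed. The rule for named genes asked for the genes the paper names and for the DEGs with the smallest p-values that have a symbol. It was applied without its condition on symbols and limited to 4 identifiers: the upregulated DEG with the smallest p-value in Sx8, that in Sx10, the downregulated DEG with the smallest p-value in Sx8, and the Sx8 DEG with the smallest p-value that was a DEG of the same direction in neither Sx9 nor Sx10. This limitation was made after their values were seen. The rule leaves out the SoxE genes themselves, and whether any of the 4 identifiers is a SoxE gene was not determined. The 9 gene lists drawn up before the data were examined, the SoxE counts, the gene ontology terms and checks of gene length or GC content could not be run without names. Genes deregulated by the original deletion of Sox10 belong to another series and were not analysed here.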

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

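The test of depth in this part was set up before its result was seen. The test of dilution was set up after the response of the Sx8 lines was known. Single lines were not tested as outliers, because each condition has 2 lines.

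The first 3 results are direct tests of whether 2 SoxE conditions differ. Between Sx10 and Sx8, 344 genes were DEGs by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, between Sx9 and Sx8 80 genes, and between Sx10 and Sx9 5 genes. The numbers were 54, 28 and 5 when edgeR was run on only the 4 libraries compared. With the replicate number as a block, they were 533, 197 and 16. They also depended on libraries outside the comparison, with 212 and 213 DEGs between Sx10 and Sx8 without Sx9 replicate 1 and 2, 28 between Sx9 and Sx8 without Ctrl replicate 1 and 2, and 10 between Sx10 and Sx9 without Sx8 replicate 1 and 2. A lower depth of the Sx8 libraries was tested by thinning all libraries to the 33082890 counts of the smallest. The comparison of Sx10 with Sx8 then gave 335 DEGs, of which 320 were among the 344, which argues against depth. Normalization also changed little, since total counts in place of TMM gave 334 and 75 DEGs for the comparisons with Sx8. A dilution of a Sox9-like response by cells that do not respond would give each gene upregulated in Sx9 one share of its Sx9 rise in each Sx8 line. Over 300 such genes, the interquartile range of this share was 0.329, against 0.159 to 0.22 in 100 simulations, which argues against dilution alone. A mix of cells with graded responses stays open. The SoxE protein, which the design names, stays among the open explanations. A difference in the amount of SoxE protein between lines was not tested here. By staining and Western blot, the paper describes these amounts as roughly comparable, which leaves smaller differences open. Batches are not given, and GC content, gene length and shared reads could not be examined without annotation. The ectopic mouse transcripts could be counted on the rat SoxE genes, whose identifiers were not determined, so whether these genes are among the 5, 80 or 344 DEGs is open.

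ENSRNOG00000015076 differed in direction between conditions, with a log2-fold change of 2.08 between Sx10 and Sx8 by a direct test (adjusted p-value 0.00132 by edgeR). Both Sx8 lines, at 41.8 and 37 CPM, were below both Ctrl lines, at 108 and 104 CPM, and all 4 Sx9 and Sx10 lines were above them. Over the 10 alternatives that kept all lines, the difference was between 2.08 and 2.1, with adjusted p-values from 8.26e-28 to 0.0331. With each of the 4 libraries left out in turn, it was between 1.99 and 2.17. With 1373 to 9669 counts per library in the SoxE lines, depth does not limit it. This gene was named because, among Sx8 DEGs that were DEGs of the same direction in neither Sx9 nor Sx10, it had the smallest p-value. That choice favors a direction that differs between conditions. Reads shared with another gene were not examined.

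ENSRNOG00000005392 had a log2-fold change of 8.28 between Sx10 and Sx8 (adjusted p-value 4.56e-05 by edgeR). It was at 1.31 and 0.754 CPM in the Sx8 lines, at 53.2 and 49.1 CPM in the Sx9 lines and at 328 and 318 CPM in the Sx10 lines. The Sx8 libraries held 50 and 28 counts, so the gene was detected there. With each of the 4 libraries left out in turn, the difference was between 7.94 and 8.74. Whether this identifier is a SoxE gene was not determined. If it were, reads of its ectopic transcript could add to its level in the lines that carry this transcript. Each line carries a single ectopic SoxE transcript, so such reads would not by themselves give the rise in both Sx9 and Sx10. Under all alternatives that kept all lines, the log2-fold change was between 8.28 and 8.3.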

How the results depend on the processing

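All alternatives in this part were fixed before the data were examined. Of 170 summary values recomputed with all lines kept, 107 stayed within the limits set for them and 63 moved. Of 160 values of the 4 named genes, 147 kept their direction and side of the threshold, 12 fell below it, and 1 reversed. The cause of these changes was not tested, except where a stricter threshold or fewer genes give fewer DEGs by construction.

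DESeq2 on all 8 libraries gave 122 upregulated and 98 downregulated DEGs in Sx8, 9 with an absolute log2-fold change of at least 5, and 283, 570 and 66 DEGs in Sx9 vs Sx8, Sx10 vs Sx8 and Sx10 vs Sx9. DESeq2 on only the 4 libraries compared gave 92 and 92 DEGs in Sx8, 8 of them with at least 5, 672 downregulated in Sx9, and 306 and 80 in Sx9 vs Sx8 and Sx10 vs Sx9. With edgeR on only the 4 libraries compared, 4 genes were upregulated in Sx8, 677 downregulated in Sx9, 28 and 54 DEGs were found in Sx9 vs Sx8 and Sx10 vs Sx8, and the share of the Sx8 downregulated DEGs found in Sx9 and Sx10 was 100%. Of its 7 DEGs in Sx8, 5 were among the 17.

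Testing all genes with a count gave 79 upregulated and 51 downregulated DEGs in Sx8, 8 with an absolute log2-fold change of at least 5, and 205 and 32 DEGs in Sx9 vs Sx8 and Sx10 vs Sx9. Testing only genes with at least 10 counts in every library gave 3 and 2 DEGs in Sx8 and 286 downregulated in Sx9, with 0, 7 and 16 DEGs of at least 5 in Sx8, Sx9 and Sx10, 42 and 1 DEGs in Sx9 vs Sx8 and Sx10 vs Sx9, and 253 downregulated DEGs shared by Sx9 and Sx10. In Sx8, 1170 genes had an unadjusted p-value under 0.05 there. The share of the Sx8 downregulated DEGs found in Sx9 and Sx10 was 50%, that is, 1 of 2 genes.

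glmTreat gave 0 upregulated and 0 downregulated DEGs in Sx8 (285 genes at an unadjusted p-value under 0.05) and 0 of at least 5. Of 240 DEGs in Sx9, 135 were upregulated and the remaining 1.1e+02 (rounded) downregulated. It gave 220 and 226 in Sx10, 8 and 90 in Sx9 vs Sx8 and Sx10 vs Sx8, and 118 upregulated and 97 downregulated DEGs shared by Sx9 and Sx10. At an adjusted p-value of 0.01, Sx8 had 0 upregulated and 0 downregulated DEGs (1416 genes at an unadjusted p-value under 0.05) and 0 of at least 5. Sx9 had 164 and 113, with 39 of at least 5, Sx10 283 and 253, the direct comparisons 6, 118 and 1, and 145 upregulated and 108 downregulated DEGs were shared by Sx9 and Sx10. RLE factors and total counts in place of TMM moved none of the summary values beyond their limits.

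Lines of different conditions share a replicate number, and the correlation of their deviations ranged from 0.00616 for Ctrl and Sx10 to 0.557 for Sx8 and Sx10. Only the pair of Ctrl and Sx10 was under 0.1, the limit set for every pair, and for this reason the lines were not treated as paired. Ctrl with Sx8 and Ctrl with Sx9 were over it, at 0.114 and 0.194. The pairs among the SoxE conditions were over this limit, at 0.389 to 0.557. The low value of Ctrl and Sx10 does not concern the direct comparisons of SoxE conditions. With the replicate block, 82 genes were upregulated and 63 downregulated in Sx8, 9 of them by at least 5, 668 were downregulated in Sx9, and 197, 533 and 16 were DEGs in Sx9 vs Sx8, Sx10 vs Sx8 and Sx10 vs Sx9. The log2-fold change of ENSRNOG00000015643 between Sx10 and Sx8 was 0.02 without the block and -0.0018 with the replicate block, both near 0.

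Leaving out libraries gave counts only for comparisons that kept both lines in each arm. Across the 4 fits for each, Sx8 had from 0 to 17 upregulated and from 0 to 7 downregulated DEGs, with 0 to 4 of at least 5. The 0 came from the fits without Sx9 replicate 1 and without Sx9 replicate 2, in which 1047 and 1045 genes had an unadjusted p-value under 0.05, and the 7 downregulated DEGs from those without Sx10 replicate 1 and without Sx10 replicate 2. DEGs numbered from 28 to 68 in Sx9 vs Sx8, from 212 to 282 in Sx10 vs Sx8 and from 4 to 10 in Sx10 vs Sx9. The low values came from the fits without Ctrl replicate 1 and without Ctrl replicate 2 for Sx9 vs Sx8, with 28 each, and from those without Sx9 replicate 1 and without Sx9 replicate 2 for Sx10 vs Sx8, with 212 and 213. Without Sx8 replicate 1 and without Sx8 replicate 2, 10 genes were DEGs in Sx10 vs Sx9. The ratio of Sx8 to Sx10 log2-fold changes was from 0.334 to 0.61 across 8 fits. The log2-fold change of ENSRNOG00000015643 between Sx10 and Sx8 was from -0.431 to 0.364 and changed sign without Sx8 replicate 1, at -0.123, and without Sx10 replicate 2.

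The nearest library was the other line of its condition for 3 of 8 libraries and for 8 of 8 with the 500 most variable genes. It was 3 with the variance-stabilizing transformation and 4 with a prior count of 0.5. The first principal component held 63.7% of the variance with all tested genes. Not run were the distances without a replicate, since a line would lack its pair, the shares of Sx8 DEGs without a replicate or where Sx8 had 0 DEGs, and the gene lists and SoxE counts, which need gene names.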

Differences from the paper's values

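In the Sx8 lines, 17 DEGs were found by edgeR's quasi-likelihood test on all 8 libraries, compared to the paper's 179. Of these, 13 were upregulated against the paper's 98, and 4 downregulated against the paper's 81. Among the alternatives set before the data were examined, the total came within 1.5 times the paper's value with DESeq2 on all 8 libraries (220), with DESeq2 on only the 4 libraries compared (184), with all genes with a count in place of filterByExpr (130) and with the replicate block (145). The upregulated genes numbered 122, 92, 79 and 82 under these, and the downregulated genes 98, 92, 51 and 63, of which the 51 from all genes with a count stayed further from the paper's 81. The other alternatives, with totals of 0 to 19, did not close the gap, nor did the fits without a Sx9 or a Sx10 replicate, with totals of 0 to 24. No count was made without a Ctrl or a Sx8 replicate. The methods of the paper name DESeq2.

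In all 3 SoxE conditions together, 3 genes were downregulated against the paper's 70, and 13 were upregulated against the paper's 84. Under the same alternatives, DESeq2 on all 8 libraries, DESeq2 on only the 4 libraries compared, all genes with a count and the replicate block, the downregulated genes numbered 85, 81, 47 and 59 and the upregulated genes 86.1% of 122 with DESeq2 on all 8 libraries and 77, 67 and 75 with the others, each within 1.5 times the paper's value. The alternatives edgeR on only the 4 libraries compared, RLE factors, total counts and at least 10 counts in every library did not close the gap, nor did glmTreat and an adjusted p-value of 0.01, under which Sx8 had 0 DEGs (285 and 1416 genes at an unadjusted p-value under 0.05).

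The paper states that lines with the same Sox protein were the most similar to each other. On all tested genes, the nearest library was the other line of the condition for 3 of the 8 libraries, and on the 500 most variable genes for 8. The paper states that the profiles of the Sx8 lines were more similar to Ctrl than those of the Sx9 or Sx10 lines, and the mean distances to Ctrl of 75.6, 109 and 123 have this order. If the statement is read as the Sx8 lines being closer to Ctrl than to Sx9, the mean distances were 75.6 and 74.2, and only Sx8 line 2 was closer to Ctrl.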

Other observations

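The test of the line numbers was set up before its result was seen. The other tests, of the differences between both Sx8 lines and of opposite directions, were set up only after these patterns were seen. All patterns were noticed and tested in the same libraries and are hypotheses.

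The 2 Sx8 lines lay at different distances from Ctrl, at 0.532 and 0.276 of the way from the Ctrl mean to the Sx10 mean. The difference between both lines of Sx8 had a correlation of 0.535 across genes with the difference of Sx9 from Ctrl, which includes genes that are not independent replicates. The totals of both Sx8 libraries, 37123700 and 37307813 counts, differed by 0.493%, which argues against sequencing depth. RNA of the Sx9 lines mixed into Sx8 line 1 would raise all genes by one share of their Sx9 level. The interquartile range of this share over 300 genes upregulated in Sx9 was 0.459, against 0.287 to 0.439 in 100 simulations, which argues against such a mixture as the whole cause. A candidate explanation is a lower number of responding cells in Sx8 line 2. Under it, the number of the 300 genes higher in line 2 than in line 1 would be between 46 and 73 in 100 simulations, and 62 were found. The simulated levels were fitted to these same Sx8 libraries and genes, so the result gives little support to this explanation. The test would also come out so if the whole response were weaker in line 2, for example with less Sox8 protein, and these were not told apart. The paper describes the SoxE protein levels of the lines as roughly comparable, and its lines were sorted for GFP. The median share of the Sx9 rise was 0.422 in line 1 and 0.218 in line 2.

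The number of Sx8 DEGs was sensitive to small changes in the counts. After thinning to 33082890 counts, 5 genes were DEGs in Sx8, all of them among the 17, whereas Sx9 and Sx10 had 804 and 1140 DEGs. In contrast, the direction of the Sx8 changes was shared widely with the other conditions, as 480 of 547 upregulated and 601 of 627 downregulated Sx10 DEGs had the same sign in Sx8. No explanation for the drop was tested.

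Lines with the same number deviated together in some pairs of conditions. Among 2887 genes with a mean of at least 10 CPM and an absolute log2-fold change under 0.25 in each SoxE condition, the difference of line 1 and line 2 had a correlation of 0.658 between Sx8 and Sx10, 0.473 between Sx8 and Sx9, and 0.347 between Sx9 and Sx10. A stronger SoxE response in the lines with number 1 would leave genes that do not respond uncorrelated, so the 0.658 argues against it as the whole cause. It stays open as a part. Line 1 lay further than line 2 on the axis from the Ctrl mean to the Sx10 mean in each SoxE condition, at 0.532 and 0.276 in Sx8, 0.86 and 0.795 in Sx9, and 1.06 and 0.942 in Sx10. Ctrl line 1 also lay further than Ctrl line 2, at 0.0387 and -0.0387. The axis is centered on the Ctrl mean, so these values are opposite by construction and only their order is free. The order of a single pair cannot decide whether the pattern exists without a transduced SoxE protein. The difference of both lines of a SoxE condition had a correlation of 0.132 to 0.535 across genes with the response of another SoxE condition. The 10 genes with the highest counts took a smaller share in line 1 than in line 2 in all 4 conditions, with 10.9% and 13.1% in Ctrl, 8.92% and 11.6% in Sx8, 8.79% and 11.9% in Sx9, and 8.54% and 10.2% in Sx10. A difference in handling or sequencing between lines 1 and lines 2 stays open, as the labels and the paper give no batch. The Ctrl lines had correlations of -0.0264 and -0.139 with Sx8 and Sx10 and of 0.339 with Sx9, so the pattern did not hold for all conditions.

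Among genes that were DEGs between Sx10 and Sx8, 110 of 344 had opposite signs in the comparisons of both with Ctrl, and for 55 both lines of each condition lay on opposite sides of both Ctrl lines. Of these 55, 43 were lower in Sx8 than in Ctrl. Selecting genes by the direct comparison favors opposite signs. Without this selection, 12 of the genes upregulated in Sx10 were lower in Sx8 than in Ctrl, and 2 of those downregulated in Sx10 were higher in Sx8, each at an unadjusted p-value under 0.05. Chance in an unchanged Sx8 group is not the background for these numbers, since 87.8% of the genes upregulated in Sx10 were positive in Sx8, against 55.7% to 61.7% in 20 simulations of such a group. When Sx8 was simulated with 0.454 of the log2-fold change of Sx10 in every gene, 0 to 2 and 0 to 1 genes were opposite in 20 simulations, against the 12 and 2 found. This argues against chance around one common share as the whole cause of the 12. That model also gave 96.8% to 98.5% positive genes, more than the 87.8% found, so neither model describes the Sx8 response. The unchanged group gave 11 to 31 and 15 to 39 opposite genes. Genes that respond in Sx10 and not at all in Sx8, mixed with genes that respond in both, were not simulated. Whether Sox8 acts opposite to Sox10 on the 12 and 2 genes therefore stays open. ENSRNOG00000015076 is not among them, as its log2-fold change in Sx10 was 0.65. In Sx8 it was -1.43, with an adjusted p-value of 0.0431 by edgeR's quasi-likelihood test. Both Sx8 lines of this gene were below both Ctrl lines, and both Sx10 lines were above them. For this gene the measured directions were therefore opposite. The adjusted p-value in Sx8 rose to up to 0.534 under the alternatives, by glmTreat. The gene was picked by its small p-value among Sx8 DEGs that were DEGs of the same direction in neither Sx9 nor Sx10. This choice favors opposite directions.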
